# Dynamic changes of molecular pattern and cellular subpopulation in puncture-induced tendon injury model

**DOI:** 10.1016/j.isci.2025.112034

**Published:** 2025-02-19

**Authors:** Zizhan Huang, Ziyang Li, Dengfeng Ruan, Yiwen Xu, Honglu Cai, Hengzhi Liu, Haocheng Jin, Peiwen He, Yang Fei, Jiayun Huang, Canlong Wang, Xiao Chen, Jia Jiang, Weiliang Shen

**Keywords:** Orthopedics, Cellular physiology

## Abstract

Tendon degeneration and injury often result in significant pain and functional impairment. Typically, tendon healing occurs through a scar-mediated response and may progress to chronic tendinopathy without timely intervention. However, the molecular mechanisms underlying early tendon repair remain poorly understood. Further investigation is also impeded by the limited availability of early tendon injury samples in clinical settings. In this study, we established a puncture-induced tendon injury model to investigate the molecular patterns and cellular subpopulations involved in early tendon injury across multiple time points. RNA sequencing identified seven gene sets with distinct expression profiles during the early stages of tendon injury. Single-cell RNA sequencing further revealed eight myeloid cell types and seven mesenchymal cell types participating in the tendon repair process. Together, these findings illuminate the molecular and cellular dynamics coordinating early tendon repair, providing insights that could inform future clinical treatments for tendinopathy and tendon injury.

## Highlights

• A stable puncture-induced tendon injury mouse model was established
• Early tendon repair peaks with proliferation/inflammatory genes, then shifts to differentiation/remodeling
• Myofibroblast and myeloid tenogenic cells drive early tendon repair, as shown by scRNA-seq

## Introduction

Tendon is an important structure connecting bone and muscle to achieve limb movement. With the aging of the population and the increase in the number of people participating in sports, the high incidence of tendon injuries, including chronic tendon injuries (tendinopathy) and acute tendon injuries (tendon rupture), seriously affect people’s quality of life and cause a huge social and economic burden.^1^ Currently, the treatments for tendon injuries include oral or local injection of drugs, physical therapy, and surgical suture. Although drugs can provide short-term analgesia, the long-term effect is not ideal. The results of studies on adjuvant therapy such as physical therapy are confusing and have not been widely promoted. These treatments usually only provide short-term relief of symptoms and have a high recurrence rate.^2^^,^^3^

The repair process after tendon injury can be divided into three distinct stages: inflammation, proliferation, and remodeling. During this process, tendon tissue undergoes a series of complex molecular and cellular changes, including extracellular matrix, cytokines, growth factors, and immune cells. However, our current understanding of the mechanisms in molecular and cellular changes during tendon repair after injury is still limited. Comprehensive molecular networks and cell lineage maps have not been established, and there is a lack of effective molecular and cellular markers to distinguish tendon tissues at different conditions after injury. These limitations have prevented us from developing a deep understanding in tendon repair mechanisms and innovative treatment strategies. Therefore, it is imperative to construct dynamic molecular networks and cell atlas.

Moreover, the limited availability of human specimens of early tendon injury hinder a thorough investigation of the repair mechanisms. Hence, it is necessary and valuable to use animal models to analyze the states of early tendon injury. In this study, we successfully established a robust early tendon microinjury model and elucidated the changes in transcriptional dynamics during tendon repair using high-throughput RNA-seq and scRNA-seq. RNA-seq analysis revealed different gene expression patterns at different time points, elucidating molecular features and functional differences at different stages (inflammation, proliferation, remodeling). ScRNA-seq analysis revealed the existence of different subtypes of mesenchymal cells that undergo different biological processes, including migration, proliferation, differentiation and transformation. Furthermore, myeloid cells involve in the immune response and could transform into tenogenic cell during early stages of tendon injury, highlighting their significant potential in regulating tendon repair.

## Results

### Construction of a puncture-induced tendon injury mouse model

Eight-week-old C57BL/6N mice underwent anesthesia and puncture-induced tendon injury (Figures 1A and S1A). The control group received only a surgical incision, followed by suturing the skin (referred as 0 days post injury, 0 d.p.i.). Tendon samples were collected at distinct intervals (0 d.p.i., 1 d.p.i., 3 d.p.i., 7 d.p.i., 14 d.p.i., 28 d.p.i.) for RNA-seq analysis and histological staining.

**Figure 1:**
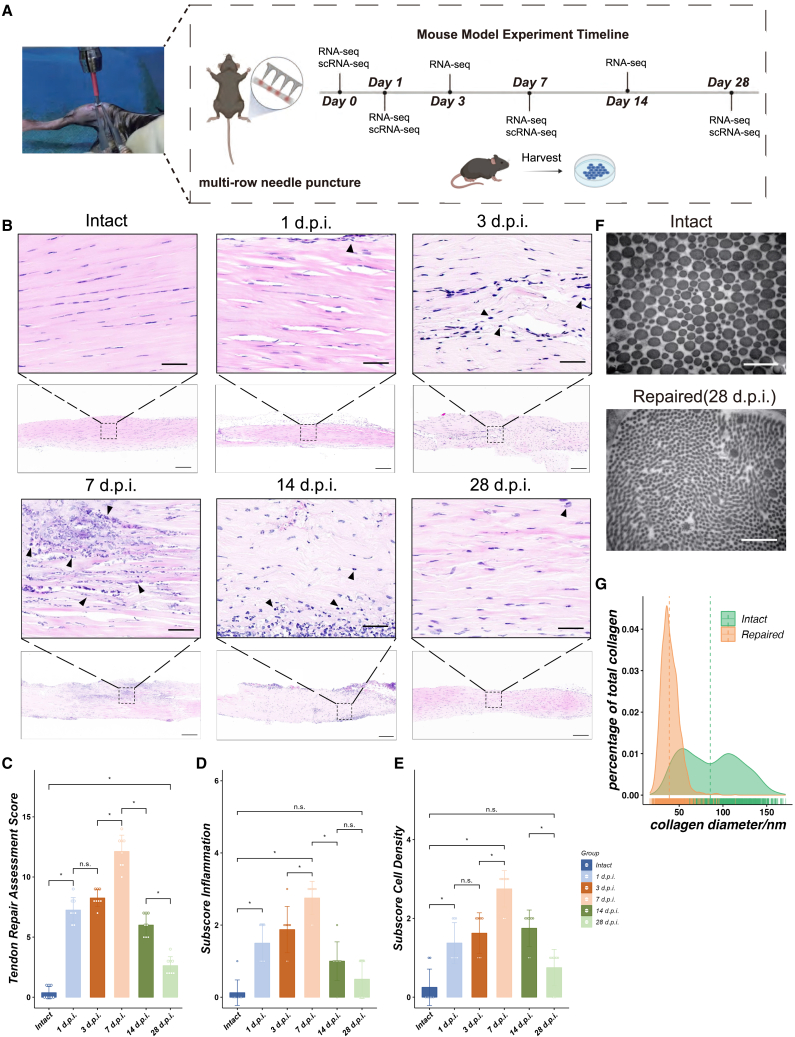
Establishment of the mouse model of tendon injury (A) Diagram depicting the experiment design adopted in this study. (B) Hematoxylin-eosin (HE) staining for different patellar tendon morphology after different time points post injury (l, 3, 7, 14, and 28 days). The box selected area were magnified and shown. The arrow indicates round inflammatory cells. Magnified area scale bar: 50μm. Low magnification view scale bar:200μm. (C–E) Calculation of scores based on the Movin’s tendon repair rating system and subscores for inflammatory infiltration area and cell density according to HE staining (*n* = 8). Mann-Whitney U test. Data are shown as mean ± SD. n.s. not significant, ∗*p* < 0.05. (F) Transmission electron microscope displaying microstructure of intact patellar tendon and the microstructure after 28 days post injury. Scale bar: 400nm. (G) The distribution of collagen diameters of intact or repaired patellar tendon.

The histological results of HE staining of the tendon showed gradual changes in the organizational structure after injury. At 1 d.p.i. and 3 d.p.i., there was disruption and fragmentation of collagen fibers, resulting in a wavy and loose composition, together with infiltration of inflammatory cells on the surface of the tendon. The 7 d.p.i. group showed more pronounced infiltration, increased cell density and a larger area of inflammatory infiltration compared to the first two periods. However, the observed collagen disruption was significantly improved, while the fiber composition remained relatively loose and wavy. At 14 d.p.i., the arrangement of the collagen fibers gradually returned to normal, while inflammation was significantly reduced. However, cell density remained relatively high and some cells within the fibers lost their typical long fusiform morphology, resulting in increased cell roundness. Compared with intact group, 28 d.p.i. samples showed normalization of structure and collagen fiber arrangement, reduced inflammation, and reduced cell density that were not significantly different from intact tissue (Figure 1B).

Score using the semi-quantitative Movin rating system, covers six parameters: the fiber structure, fiber array, the nucleus roundness, the degree of inflammation, blood vessel growth and cell density. Each parameter is scored on a scale of 0–3, where 0 represents normal and 3 represents extremely abnormal (Table S1). The quantitative results of the assessment for tendon repair demonstrate that the total score of the 1 d.p.i. group significantly exceeded that of the intact group (*p* < 0.05). However, there were no significant differences between the 3 d.p.i. and 1 d.p.i. groups (*p* > 0.05). Moreover, the total score of the 7 d.p.i. group was higher than that of the 3 d.p.i. group (*p* < 0.05) and the 14 d.p.i. group (*p* < 0.05), while the total score of the 14 d.p.i. group exceeded that of the 28 d.p.i. group significantly (*p* < 0.05). Although visual perception showed no significant difference between the 28 d.p.i. group and the intact group, the quantitative results revealed that the former obtained significantly higher scores than the latter (*p* < 0.05) (Figures 1C–1E). In the 28 d.p.i. group, the gross morphological recovery of mouse tendons was similar to that in the 0 d.p.i. group, but the transmission electron microscopy showed that the collagen fibers changed from thick to thin (Figures 1F and 1G). Furthermore, micro-CT showed more tendon calcification in injured tendons after 6 weeks compared to the intact group (Figures S1B and S1C). These results indirectly demonstrate the incomplete repair after tendon injury.

### Analysis of differential gene expression post tendon injury

Subsequently, our aim was to specify the variations in gene expression during different stages of tendon healing in the tendon injury model. We performed bulk RNA-seq of tendon samples at different time points post injury (Figure 2A). 

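Each of the 26 samples was a pool of 4 patellar tendons from 4 mice, so the SD between samples describes pools and not single mice. The intact group and the 1, 3 and 7 d.p.i. groups had 4 samples each, and the 14 and 28 d.p.i. groups had 5 samples each. The authors aligned the reads to GRCm39 and deposited the number of reads counted on each of 55414 Ensembl genes, without normalization. Between 8895910 and 13982816 reads per sample were counted on genes, with group medians from 10154124 at 7 d.p.i. to 11457044 at 28 d.p.i. The number of genes with at least 1 count ranged from 12804 in 14 d.p.i. replicate 3 to 22469 in 1 d.p.i. replicate 1. It was also low in 14 d.p.i. replicate 5, at 14921 genes, and in 1 d.p.i. replicates 2 and 4, at 13329 and 14596 genes. In the deposited descriptions, 7 d.p.i. replicate 4 carries day 7 in its title and day 14 in its treatment field, and it was kept in the 7 d.p.i. group. Only the title fits the group sizes that the paper's methods give. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with all 26 samples in a single fit over the 16712 genes that passed edgeR's filter on low counts. A gene counted as differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Levels of single genes are given as CPM on the TMM scale, as mean ± SD, with gene positions on GRCm39. The replicate numbers do not pair samples across groups: of 61 pairs of samples with the same number, 12 had a correlation of their deviations from the group means above 0.1, and the mean was 0.006 against -0.002 for pairs with different numbers.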

After performing TPM normalization of raw counts, principal component analysis (PCA) was utilized to align each group within the same coordinate system. 

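For the PCA, counts were converted to TPM with the summed exon length of each gene, taken from the six-month-old tables because the time-course table holds no lengths. Between 0.321% and 3.35% of the counts of a sample fell on genes without a length and were left out. Values were used as log2(TPM + 1), centred and scaled for each of 16674 genes. PC1 held 27.8% and PC2 18.7% of the variance. With every gene that had a count in place of the filtered genes, the alternative that moved these shares most, PC1 held 17.3% and PC2 12.9%.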

The biological replicates were well dispersed along the composition of PC1, and the intersection of confidence ellipses between the groups was minimized. These findings collectively confirm the reliability of the sequencing results and indicate minimal batch effects. Moreover, the 1 d.p.i. group exhibited the greatest deviation from the intact group on PC1, while the 3 d.p.i. group approached the intact group along PC1. 

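Positions on PC1 were expressed as a percentage of the range between the lowest and the highest of the 26 samples, with the mean of the intact group at 0. Within the intact group, the 4 samples lay between -5.89% and 2.86%, with an SD of 3.99%. The SD within a group was 20.7% at 1 d.p.i., 14.7% at 3 d.p.i., 5.67% at 7 d.p.i., 18.0% at 14 d.p.i. and 3.84% at 28 d.p.i. Pearson correlations between samples of the same group, computed across genes, ranged from 0.794 to 0.946 at 14 d.p.i. and from 0.939 to 0.974 at 7 d.p.i. Genes are not independent replicates, so these coefficients carry no p-value. Within groups, samples with fewer genes detected lay farther from the intact group: the position on PC1 fell with the number of genes with a count with r = -0.876 (permutation p = 0.00022, adjusted p = 0.00088 over 8 relations) and rho = -0.782 (permutation p = 0.00041, adjusted p = 0.00164). Without the 2 samples farthest from the median number of genes, r was -0.79 over the remaining 24 samples.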

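On PC1, the 1 d.p.i. group lay 73.5% ± 20.7 (SD, n = 4) of the range from the intact mean, with its samples between 44.7% and 94.1%. The 3 d.p.i. group lay 44.2% ± 14.7 (SD, n = 4) away, with its samples between 26.3% and 57.1%. Each of these groups was separated from the 4 intact samples without overlap (exact permutation test, two-sided, p = 0.0286 for each, the smallest p that 4 samples against 4 allow). Without Intact replicate 2, the 3 d.p.i. group lay 43.1% away (exact permutation p = 0.0571). An intact sample left out leaves the test fewer splits, so this p alone does not show an overlap of samples.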

The 7 d.p.i. and 14 d.p.i. groups were closer to the intact group. 

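The mean of the 7 d.p.i. group was 11.9% ± 5.67 (SD, n = 4) of the PC1 range from the intact mean (exact permutation test, two-sided, p = 0.0286). The 14 d.p.i. group was 32.0% ± 18.0 (SD, n = 5) away, and its samples spread from 11.5% to 55.0% (exact permutation test, two-sided, p = 0.0238). On the scale of PC2, the 7 d.p.i. samples lay between -70.6 and -57.8, apart from the intact samples between 4.24 and 55.9. The 14 d.p.i. samples, between -23.9 and 130, overlapped the intact samples there. Nearness of 7 d.p.i. on PC1 is therefore not nearness in all expression. On PC1 with log2(TPM + 1) centred but not scaled, 7 d.p.i. lay 30.1% and 14 d.p.i. 29.8% away, so their order was exchanged. With a pseudocount of 0.1 in place of 1, 7 d.p.i. lay 7.08% away on PC1 (exact permutation p = 0.0571). Without any 1 of the 4 intact samples it lay between 9.04% and 11.7% away (exact permutation p = 0.0571 for each). Since leaving out an intact sample leaves fewer splits, these last p alone do not show an overlap of samples. In the main fit, the 7 d.p.i. samples lay between 6.34% and 19.3%, above all intact samples.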

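The 28 d.p.i. samples lay between -0.533% and 9.06% of the PC1 range, with a mean of 4.81% ± 3.84 (SD, n = 5). This difference from the intact group was not separable from the spread between samples (exact permutation test, two-sided, p = 0.103, where 5 samples against 4 allow a p as small as 0.00794). The distance was 0.201% with log2 CPM in place of TPM and 8.28% with TPM without the log. Without Intact replicate 2 it was 2.48%. Over the 26 fits that each left out 1 sample, the exact permutation p ran from 0.0571 to 0.357.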

Lastly, the 28 d.p.i group was in the closet proximity to the intact group, as evidenced by the overlap of their confidence ellipses (Figure 2B).

**Figure 2:**
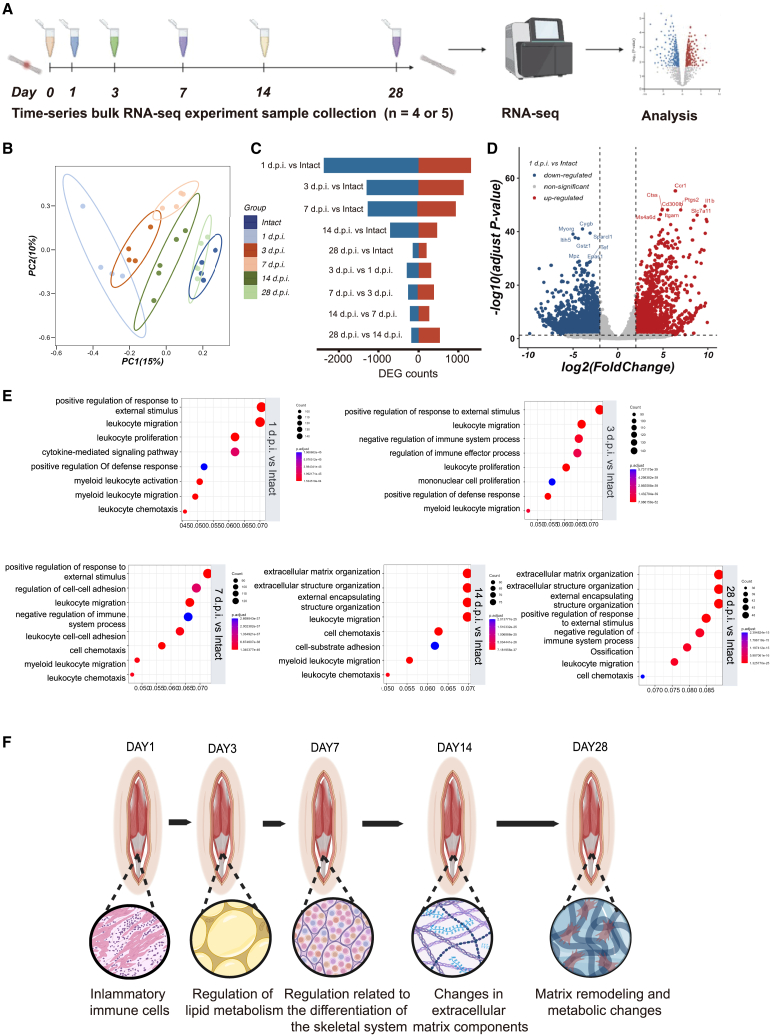
Differential analysis of gene expression after tendon injury at various time points (A) A graphical scheme of the patellar tendon sampling process of RNA-seq analysis. (B) Principal component analysis (PCA) results. (C) The number of differentially expressed genes between groups of adjacent time points and between the injured groups and the uninjured group (*n* = 4 or 5 per group). Upregulated genes are highlighted in red, indicating upregulated genes (log2FoldChange ≥1, adjusted *p* value < 0.05), and downregulated genes are presented in blue (log2FoldChange ≤ −1, adjusted *p* value < 0.05). (D) Volcano plot for differentially expressed genes between 1 d.p.i. and intact tendon (*n* = 4, |log2 FoldChange| ≥1, adjusted *p* value < 0.05). (E) Enrichment of upregulated genes in Gene Ontology (GO) biological process terms obtained by pairwise comparisons between the injured and uninjured groups (log2FoldChange ≥1, adjusted *p* value < 0.05). Top GO terms were determined based on the adjusted *p* value. (F) Summary plot showing typical changes of biological processes at different time points.

DESeq2 was used to analyze transcriptome changes at each time point after injury. By conducting pairwise comparisons of differentially expressed genes (|log2FoldChange| ≥ 1 and adjusted *p*-value <0.05), it was observed that the 1 d.p.i. group had the most significant differential gene expressions among all pairwise comparisons, with 2,380 genes upregulated and 1,319 genes downregulated (Figures 2C and 2D). 

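At 1 d.p.i., 2328 genes were upregulated and 3455 downregulated against the intact group (n = 4 each), the largest total of the 9 comparisons of the time course. The median log2 fold change over all 16712 genes was -0.21. An absolute log2 fold change of at least 2, the alternative that moved these counts most, left 1249 upregulated and 2182 downregulated genes. With only the 8 samples of these groups in the fit, 2262 genes were upregulated and 2245 downregulated, so the excess of downregulated genes was then absent. DESeq2 on only the 2 groups compared, at an absolute log2 fold change of at least 2, gave 1319 upregulated and 2379 downregulated genes. This setting, chosen after seeing the values, comes near both counts of the paper with the directions exchanged. The nearness of 2328 to the paper's number of upregulated genes is therefore no sign that the same genes were counted. Ccr1 (ENSMUSG00000025804, chromosome 9 from 123762161 to 123768734), which encodes a chemokine receptor, rose from 8.20 ± 3.06 CPM in the intact group to 695 ± 217 CPM (SD, n = 4 each), a log2 fold change of 6.41 with a standard error of 0.42 (edgeR, adjusted p = 2.59e-11). Among the upregulated genes that shared the smallest adjusted p was Evi2a (ENSMUSG00000078771, chromosome 11 from 79416083 to 79421440), at 20.3 ± 2.90 and 194 ± 37.3 CPM, a log2 fold change of 3.25 with a standard error of 0.19 (edgeR, adjusted p = 1.55e-11). Among the downregulated genes whose samples did not overlap between the groups, the smallest adjusted p was that of Gstz1 (ENSMUSG00000021033, chromosome 12 from 87193898 to 87225026), a glutathione transferase, which fell from 270 ± 83.0 to 13.0 ± 1.74 CPM, a log2 fold change of -4.38 with a standard error of 0.29 (edgeR, adjusted p = 4.08e-11). Tef and Epas1, encoding transcription factors, had log2 fold changes of -3.21 and -3.07.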

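Against the intact group, 1800 genes were upregulated and 1621 downregulated at 3 d.p.i., 1349 and 1241 at 7 d.p.i., and 1330 and 1126 at 14 d.p.i. Without 7 d.p.i. replicate 3, 820 genes were downregulated at 7 d.p.i. Between adjacent time points, 1095 genes were upregulated and 544 downregulated from 1 to 3 d.p.i., 447 and 416 from 3 to 7 d.p.i., and 768 and 572 from 7 to 14 d.p.i. The comparison of 3 with 1 d.p.i. rested in part on single pools: without 1 d.p.i. replicate 1, 1759 genes were upregulated, and without 1 d.p.i. replicate 2, 362 were downregulated. In a fit of only the 2 groups compared, 409 genes were upregulated and 507 downregulated, so that the larger count changed sides. With DESeq2 the larger count also changed sides against the intact group, at 1896 upregulated and 2198 downregulated genes at 3 d.p.i., 1545 and 1745 at 7 d.p.i., and 1478 and 1636 at 14 d.p.i. The comparison of 7 with 3 d.p.i. varied too, from 126 downregulated genes without 3 d.p.i. replicate 4 to 615 without 3 d.p.i. replicate 3. With 7 d.p.i. replicate 4 taken as a 14 d.p.i. sample, no gene passed the thresholds between 14 and 7 d.p.i., and 2702 of 17258 genes had an unadjusted p under 0.05. Without 14 d.p.i. replicate 4, 968 genes were upregulated and 1040 downregulated between these time points, so the larger count changed sides. With the number of genes with a count as a covariate, a test chosen after the results were seen, 212 genes passed between them.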

More genes were differentially expressed compared to the intact group at early time points after injury. 

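In the comparison of 28 d.p.i. (n = 5) with the intact group (n = 4), 276 genes were upregulated and 102 downregulated, and 2048 of the 16712 genes had an unadjusted p under 0.05. With only these groups in the fit, 316 genes were upregulated and 273 downregulated. Without 28 d.p.i. replicate 5, 58 genes were downregulated. Itgax (ENSMUSG00000030789, chromosome 7 from 127728668 to 127749829), an integrin of myeloid cells, rose from 1.94 ± 1.49 CPM to 58.4 ± 46.9 CPM, a log2 fold change of 4.88 with a standard error of 0.56 (edgeR, adjusted p = 1.92e-05).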

At 28 d.p.i., 154 genes were upregulated and 189 genes were downregulated relative to the intact group (Figure 2C).

After performing differential gene analysis, we defined log2FoldChange ≥1 as significantly upregulated genes and log2FoldChange ≤ −1 as significantly downregulated genes. In the dot plot, we present the top GO terms with the smallest adjusted *p*-values. The color coding of the dot plot visually reflects the significance level of each term. We compared the injured tendon with the intact tendon and conducted GO enrichment analysis for both upregulated and downregulated genes. 

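No GO annotation accompanies the files, so each process was represented by a list of 20 genes, 12 lists in all, set before the data were examined. For each list, the share of its genes among the upregulated or downregulated genes was compared with all tested genes by a one-sided Fisher's exact test, adjusted over 120 tests. Of the 20 genes listed for leukocyte migration, 19 were upregulated at 1 d.p.i. (Fisher's exact test, adjusted p = 2.66e-14), 19 also when adjusted over the list alone, with a median log2 fold change of 5.98 and 19 genes higher. For the same list, limma's camera with an estimated correlation between genes gave an adjusted p of 0.0235, and limma's fry gave 3.26e-11. Over all lists and time points, 41 of the 120 tests passed 0.05, and 20 of these also passed under camera and 37 under fry. The integrin gene Itgam (ENSMUSG00000030786, chromosome 7 from 127661808 to 127717753) rose from 20.3 ± 6.74 to 949 ± 275 CPM (SD, n = 4 each), a log2 fold change of 5.55 with a standard error of 0.36 (edgeR, adjusted p = 2.59e-11). The neutrophil gene S100a8 (ENSMUSG00000056054, chromosome 3 from 90567118 to 90578128) varied between the intact samples from 2.87 to 189 CPM and reached 2089 ± 1049 CPM, a log2 fold change of 4.92 with a standard error of 1.67 (edgeR, adjusted p = 0.0216). Its adjusted p rose to 0.0525, 0.0602 and 0.0531 when Intact replicate 1, 2 or 3 was left out.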

Our findings indicated that the genes upregulated in the 1 d.p.i. group were enriched in GO terms such as leukocyte migration, leukocyte chemotaxis, leukocyte activation, and positive response to external stimuli (Figure 2E).

Likewise, for 3 d.p.i. group, we observed upregulated gene enrichment in positive regulation of leukocyte migration, and leukocyte proliferation (Figure 2E). However, downregulated genes were enriched in GO terms related to regulation of lipid metabolism, lipid catabolic process and fatty acid metabolic process (Figure S2A). This may indicate a relative degree of inflammation and altered tissue metabolism.

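At 3 d.p.i., 15 of the 20 leukocyte migration genes were upregulated (Fisher's exact test, adjusted p = 1.87e-10, 15 adjusted over the list alone), with a median log2 fold change of 3.98. Of the 20 genes listed for leukocyte proliferation, 16 were upregulated (Fisher's exact test, adjusted p = 1.18e-11, 16 adjusted over the list alone), with a median log2 fold change of 2.21 and 19 genes higher. Ptprc (ENSMUSG00000026395, chromosome 1 from 137990599 to 138103446), which encodes the leukocyte antigen CD45, rose from 24.3 ± 10.3 to 191 ± 24.7 CPM (SD, n = 4 each), a log2 fold change of 2.98 with a standard error of 0.31 (edgeR, adjusted p = 6.94e-08). Trem2 (ENSMUSG00000023992, chromosome 17 from 48653429 to 48661175), expressed by macrophages, rose by a log2 fold change of 5.36 with a standard error of 0.36 (edgeR, adjusted p = 2.36e-10).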

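Of 19 tested genes of the lipid metabolism list, 15 were downregulated at 3 d.p.i. (Fisher's exact test, adjusted p = 1.73e-11, 16 adjusted over the list alone). All 19 were lower than in the intact group, with a median log2 fold change of -3.34. Fasn (ENSMUSG00000025153, chromosome 11 from 120696672 to 120715995), encoding fatty acid synthase, fell from 4770 ± 4259 to 118 ± 47.0 CPM (SD, n = 4 each), a log2 fold change of -5.34 with a standard error of 0.55 (edgeR, adjusted p = 8.18e-08). The intact samples ranged from 1285 to 10670 CPM for this gene. Pnpla2 (ENSMUSG00000025509, chromosome 7 from 141034404 to 141040656), encoding the adipose triglyceride lipase, fell from 1484 ± 529 to 112 ± 43.5 CPM, a log2 fold change of -3.73 with a standard error of 0.35 (edgeR, adjusted p = 1.995e-08). Adipocyte markers fell as well: their mean log2(TPM + 1) was 9.13 ± 0.58 in the intact group and 4.11 ± 2.15 at 3 d.p.i. (SD, n = 4 each). Within groups, the listed lipid genes that are not adipocyte markers followed the adipocyte markers from sample to sample, with r = 0.94 and rho = 0.963 over 26 samples (permutation p = 1e-05 for both, the smallest that 100000 permutations can give, adjusted p = 8e-05). Without the 2 samples farthest from the median, r was 0.938.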

Similarly, in the 7 d.p.i. group, upregulated genes were enriched in GO terms related to inflammation (Figure 2E). 

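At 7 d.p.i., 12 leukocyte migration genes (adjusted p = 2.6e-08) and 14 leukocyte proliferation genes (adjusted p = 8.56e-11) of 20 in each list were upregulated by Fisher's exact test, 13 and 15 adjusted over the list alone. Their median log2 fold changes were 2.50 and 1.86. Ctss (ENSMUSG00000038642, chromosome 3 from 95433963 to 95463717), encoding cathepsin S, was at 178 ± 56.9 CPM against 10.8 ± 3.91 CPM in the intact group (SD, n = 4 each), a log2 fold change of 4.04 with a standard error of 0.33 (edgeR, adjusted p = 2.12e-08). Extracellular matrix organization, with 13 of 20 genes upregulated, also passed at this time point (Fisher's exact test, adjusted p = 1.59e-09). Under limma's camera, leukocyte proliferation passed (adjusted p = 0.0161), while leukocyte migration and extracellular matrix organization did not (0.103 for each). Each of these lists passed under fry (adjusted p at most 9.52e-05).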

Downregulated genes were enriched in GO terms related to fatty acid metabolic process, muscle contraction, and muscle system process, implying regulation of fat metabolism and differentiation of the skeletal system at this stage (Figure S2A).

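Lipid metabolism genes were downregulated in 17 of 19 cases at 7 d.p.i. (Fisher's exact test, adjusted p = 5.1e-16, 18 adjusted over the list alone), with a median log2 fold change of -2.78. Srebf1 (ENSMUSG00000020538, chromosome 11 from 60089913 to 60113407), encoding a regulator of lipid synthesis, fell from 467 ± 57.4 to 102 ± 15.8 CPM (SD, n = 4 each), a log2 fold change of -2.20 with a standard error of 0.22 (edgeR, adjusted p = 1.05e-07). Of 18 muscle contraction genes, 1 was downregulated past the thresholds (Fisher's exact test, adjusted p = 1) and 0 adjusted over the list alone, although 17 were lower and the median log2 fold change was -5.02. As a set, these genes were lower under limma's fry (adjusted p = 0.00812) and did not pass under limma's camera (adjusted p = 0.234). The spread within groups was wide. Ryr1 (ENSMUSG00000030592, chromosome 7 from 28702769 to 28824604), encoding the calcium channel of skeletal muscle, ranged from 31.4 to 988 CPM in the intact group and from 3.10 to 42.9 CPM at 7 d.p.i., a log2 fold change of -4.47 with a standard error of 1.61 (edgeR, adjusted p = 0.0545). With DESeq2 in place of edgeR, 12 muscle contraction genes passed (adjusted p = 1.91e-08), and without 7 d.p.i. replicate 1, 11 passed (adjusted p = 2.98e-09). Skeletal muscle markers ranged over 4.09 log2 units within the intact group and from 0.57 to 8.37 in the 7 d.p.i. samples.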

In contrast, for 14 d.p.i. group, the upregulated genes were enriched in GO terms related to the extracellular structure organization and extracellular matrix organization (Figure 2E). 

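At 14 d.p.i., 15 of 20 extracellular matrix organization genes were upregulated (Fisher's exact test, adjusted p = 4.79e-12, 17 adjusted over the list alone). All 20 were higher, with a median log2 fold change of 2.09. Mmp14 (ENSMUSG00000000957, chromosome 14 from 54668878 to 54682821), encoding a membrane metalloproteinase, rose from 171 ± 47.5 CPM (SD, n = 4) to 2539 ± 728 CPM (SD, n = 5), a log2 fold change of 3.89 with a standard error of 0.36 (edgeR, adjusted p = 1.21e-07). Col3a1 (ENSMUSG00000026043, chromosome 1 from 45350698 to 45395840) rose from 1655 ± 1589 to 10930 ± 1457 CPM, a log2 fold change of 2.72 with a standard error of 0.55 (edgeR, adjusted p = 0.000912). Tnmd, which marks tenocytes, rose by a log2 fold change of 3.48 with a standard error of 0.86 (edgeR, adjusted p = 0.00573).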

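Of the leukocyte migration list, 9 of 20 genes were upregulated at 14 d.p.i. by Fisher's exact test (adjusted p = 3.43e-05, 11 adjusted over the list alone), with a median log2 fold change of 2.03 and 15 genes higher. The list passed under limma's fry (adjusted p = 0.00083) but not under camera (adjusted p = 0.139). Itgb2 (ENSMUSG00000000290, chromosome 10 from 77366086 to 77401542), the integrin chain shared by leukocytes, was at 116 ± 23.2 CPM (SD, n = 5) against 11.6 ± 5.35 CPM in the intact group (SD, n = 4), a log2 fold change of 3.32 with a standard error of 0.39 (edgeR, adjusted p = 1.95e-06). Of 20 genes listed for the response to peptide hormone, 12 were downregulated (Fisher's exact test, adjusted p = 3.59e-09, 14 adjusted over the list alone) and all 20 were lower, with a median log2 fold change of -2.10. This list, too, passed under fry (adjusted p = 6.11e-06) but not under camera (adjusted p = 0.0721). Klf15 (ENSMUSG00000030087, chromosome 6 from 90438998 to 90452220), encoding a transcription factor, fell from 67.3 ± 26.3 to 5.93 ± 1.23 CPM, a log2 fold change of -3.50 with a standard error of 0.50 (edgeR, adjusted p = 1.96e-05).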

Inflammatory response-related GO terms such as leukocyte migration persisted, while downregulated genes were enriched in GO terms related to the response to various stimuli, implying a loss of function (Figure S2A). This suggests that repair process moved into the remodeling phase, and the extracellular matrix began to transform.

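From 14 to 28 d.p.i. (n = 5 each), 696 genes were upregulated and 674 downregulated. Without 14 d.p.i. replicate 5, one of the samples with few genes detected, 415 genes were upregulated, and without 28 d.p.i. replicate 2, 418 were. Against the intact group, 378 genes differed at 28 d.p.i. and 2456 at 14 d.p.i.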

At 28 d.p.i., the number of differentially expressed genes was relatively small compared to the intact group. Upregulated genes were mainly enriched in GO terms related to the extracellular matrix organization, negative regulation of immune system process and ossification (Figure 2E). 

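Of the 20 extracellular matrix organization genes, 5 were upregulated at 28 d.p.i. by Fisher's exact test (adjusted p = 5.29e-05, 12 adjusted over the list alone), and 19 were higher with a median log2 fold change of 1.24. This count rested on few genes: with only the 28 d.p.i. and intact samples in the fit, 2 passed (Fisher's exact test, adjusted p = 0.181), and it fell to 1 gene without Intact replicate 4, 28 d.p.i. replicate 3 or 28 d.p.i. replicate 5. Over the 7 alternatives its adjusted p ranged from 3.19e-09 to 0.502. As a set, the list passed under limma's fry (adjusted p = 0.00307) but not under camera (adjusted p = 0.0637). Mmp2 (ENSMUSG00000031740, chromosome 8 from 93553902 to 93580049), a gelatinase gene, was at 1327 ± 437 CPM (SD, n = 5) against 325 ± 95.5 CPM (SD, n = 4), a log2 fold change of 2.03 with a standard error of 0.36 (edgeR, adjusted p = 0.00169). Of 20 genes listed for negative regulation of the immune system, 6 were upregulated (Fisher's exact test, adjusted p = 2.63e-06, 9 adjusted over the list alone), with a median log2 fold change of 1.18 and 18 genes higher. This count fell to 3 genes without Intact replicate 3, and the highest adjusted p with 1 sample left out was 0.0052 (Fisher's exact test). Over the 7 alternatives it ran from 3 to 9 genes. Cd300a (ENSMUSG00000034652, chromosome 11 from 114768840 to 114795480), an inhibitory receptor gene, had a log2 fold change of 1.99 with a standard error of 0.29 (edgeR, adjusted p = 0.000227). Of 20 ossification genes, 1 was upregulated (Fisher's exact test, adjusted p = 0.68, 2 adjusted over the list alone), the median log2 fold change was -0.05, and 10 were higher. Runx2 (ENSMUSG00000039153, chromosome 17 from 44806874 to 45125684), encoding a transcription factor of osteoblasts, had a log2 fold change of 0.64 with a standard error of 0.36 (edgeR, adjusted p = 0.525).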

Downregulated genes were enriched in GO terms related to lipid catabolic process, fatty acid metabolic process and other metabolism-related processes (Figure S2A). This suggests that this stage is still in the period of matrix remodeling and metabolic changes.

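Lipid metabolism was downregulated at 28 d.p.i. in 9 of 19 genes (Fisher's exact test, adjusted p = 2.66e-14, 13 adjusted over the list alone), with a median log2 fold change of -1.53 and all 19 genes lower. The count fell to 5 genes without Intact replicate 3, and the highest adjusted p with 1 sample left out was 5.67e-08 (Fisher's exact test). Over the 7 alternatives it ran from 3 to 13 genes, with an adjusted p of at most 7.55e-06. Acaca (ENSMUSG00000020532, chromosome 11 from 84020476 to 84292477), encoding an acetyl-CoA carboxylase, fell from 451 ± 310 CPM (SD, n = 4) to 90.0 ± 32.2 CPM (SD, n = 5), a log2 fold change of -2.32 with a standard error of 0.32 (edgeR, adjusted p = 0.000136). Adipocyte markers differed from the intact mean by -1.82 log2 units in this group, with all 5 samples below all intact samples (exact permutation test, p = 0.0159, adjusted p = 0.065 over 75 tests). From the GO terms at each time point, the paper proposes that tendons were inflamed with altered metabolism at 3 d.p.i., entered remodeling at 14 d.p.i. and remained in matrix remodeling with metabolic changes at 28 d.p.i.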

Additionally, to minimize the potential confounding effect of age on experimental outcomes, we performed transcriptomic analysis on tendon tissues from both six-month-old and eight-week-old mice. 

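The 3 samples from six-month-old mice and the 4 intact samples from 8-week-old mice, which also served as the intact group of the time course, were deposited in different kinds of table. The six-month-old tables were counted with featureCounts 2.0.3 on the release 97 annotation of GRCm38 with reads marked as duplicates ignored, according to the command line they hold. The paper's methods describe a later release on GRCm39 and another version of the program. Age and the way of counting therefore change together. Between 15966254 and 19158852 reads were counted on genes in the six-month-old samples. The tables share 52225 genes, of which 15859 passed the filter on low counts and were tested with edgeR in a fit of these 7 samples alone.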

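Between six-month-old and 8-week-old tendons, 3352 genes were upregulated and 2475 downregulated, and 8497 had an unadjusted p under 0.05. An absolute log2 fold change of at least 2, which moved the counts most among the alternatives, left 2034 and 994 genes. Correlations across genes ranged from 0.899 to 0.943 between samples of the same age and from 0.644 to 0.677 between ages. In a PCA of the 7 samples, PC1 held 60.8% of the variance, with the 8-week-old samples between -96.4 and -64.1 and the six-month-old samples between 96.5 and 109 on its scale. Of 663 processed pseudogenes tested, 606 were upregulated and 13 downregulated, together 93.4%, against 34.2% of 13767 protein-coding genes. Eif3k (ENSMUSG00000053565, chromosome 7 from 28670790 to 28681353), encoding a subunit of a translation initiation factor, was at 261 ± 5.14 CPM (SD, n = 3) in six-month-old and 3.29 ± 0.33 CPM (SD, n = 4) in 8-week-old tendons, a log2 fold change of 6.31 with a standard error of 0.21 (edgeR, adjusted p = 2.73e-07). Gapdh (ENSMUSG00000057666, chromosome 6 from 125135289 to 125143518), a glycolysis gene expressed in all cells, was at 3.87 ± 3.20 CPM against 3581 ± 3485 CPM, a log2 fold change of -9.86 with a standard error of 1.29 (edgeR, adjusted p = 0.000449).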

The analysis revealed only 24 upregulated and 69 downregulated genes, demonstrating high transcriptomic similarity and no significant differences between the two age groups (Figures S2B and S2C). Finally, to illustrate the corresponding changes in biological processes at different time points during early tendon repair, we use pattern diagrams to summarize (Figure 2F).

### Analysis of temporal dynamic changes in gene expression post injury

Subsequently, we examined the patterns of gene expression during the initial phases of tendon injury. 

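The union of the differentially expressed genes from the 9 comparisons, each injured group with the intact group and each pair of adjacent time points, held 7944 genes. With the adjusted p-value alone as the criterion, the alternative that moved it most, the union held 10007 genes.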

To begin with, we selected all differentially expressed genes across various groups at different time points, resulting in a total of 9,873 DEGs. Using the factoextra and fviz_nbclust package, we analyzed these genes and determined that the optimal number for clustering was seven (Figure 3A). Then, by analyzing the sample-based expression heatmap, we observed different gene expression characteristics at various time points during the tendon repair process (Figure 3B). Subsequently, we applied the Mfuzz algorithm to implement fuzzy clustering, dividing all differentially expressed genes into seven discrete gene sets, each displaying unique expression profiles (Figure 3C). 

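Fuzzy c-means clustering was run on the mean TPM of each group, standardized for each gene, for 7932 of these genes, since 12 had no length. It used 7 centres, as in the paper, a fuzzifier of 1.72 computed from the data and the best of 20 starts. Each cluster was assigned to the gene set of the paper whose trend in Fig. 3C it followed most closely over the 6 time points, with coefficients from 0.977 to 0.999. The sets were compared with the same 12 lists of genes by Fisher's exact test against all clustered genes. The centres are in SD units of the standardized values.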

The tendons of female mice show a similar transcriptomics trend compared to male mice, with seven clusters of functionally distinct gene sets identified (Figure S3).

**Figure 3:**
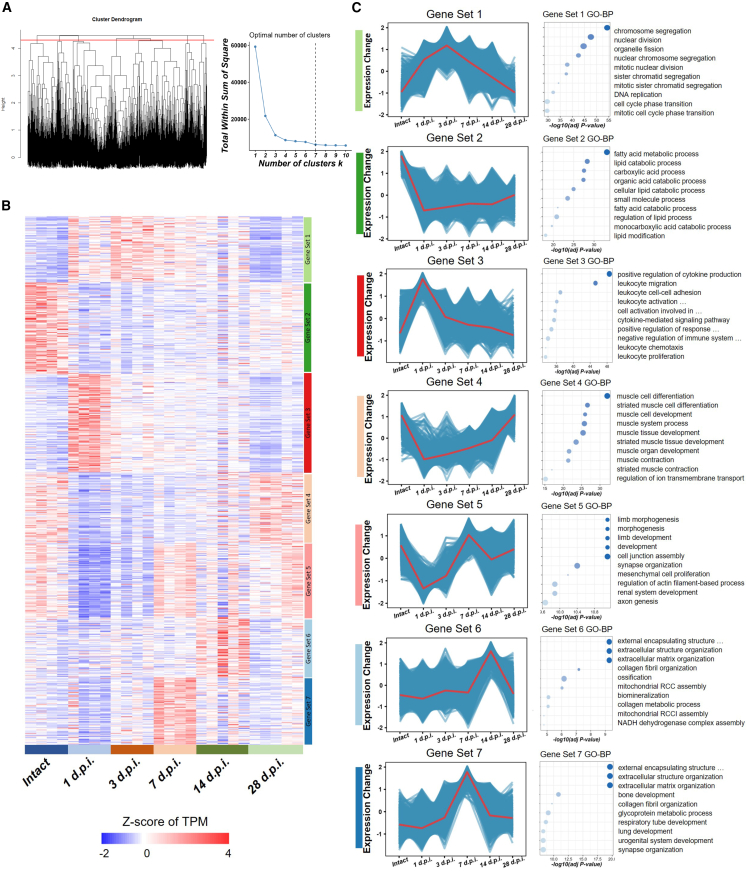
Mfuzz-based fuzzy clustering and enrichment analysis of DEGs in different clusters of genes (A) Combination of the unsupervised hierarchical cluster and the inflection point method were employed to determine the optimal number of clustering (*n* = 7). (B) Gene set-specific, sample-based differential gene expression heatmap. (C) Genes expression trends within each gene set were analyzed. Top GO terms were determined based on the adjusted *p* value.

Gene set 1, containing 1,235 genes, shows up-regulation peaking at 3 d.p.i., then down-regulation, primarily involving chromosome segregation, nuclear division, and cell cycle processes, indicating peak cell division and proliferation at 3 d.p.i. 

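Gene set 1 held 1092 genes, and its centre rose from -0.92 in the intact group to 0.63 at 1 d.p.i. and 1.12 at 3 d.p.i., then fell to -0.93 at 28 d.p.i. All 19 clustered genes of the cell division list belonged to this set (Fisher's exact test, adjusted p = 3.19e-15 over 84 tests). At 3 d.p.i., 19 of the 20 cell division genes were upregulated against the intact group, with a median log2 fold change of 3.97 (Fisher's exact test, adjusted p = 5.1e-16, 20 adjusted over the list alone). With the differentially expressed genes of all 15 pairs of groups, or with the adjusted p-value alone, this set peaked at 1 d.p.i.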

Gene set 2 includes 1,710 genes with decreased expression that gradually increases, enriched in lipid metabolism processes. 

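Gene set 2 held 1339 genes. Its centre fell from 1.75 in the intact group to -0.72 at 1 d.p.i., stayed between -0.51 and -0.34 from 3 to 14 d.p.i. and reached 0.18 at 28 d.p.i. All 18 clustered genes of the lipid metabolism list belonged to it (Fisher's exact test, adjusted p = 4.73e-13), as did 12 of 18 genes of the peptide hormone list (adjusted p = 3.67e-05).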

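In gene set 3, which held 1597 genes, the centre rose from -0.64 in the intact group to 1.74 at 1 d.p.i. and then fell to 0.17, -0.22, -0.34 and -0.72 at the following time points. It held all 19 clustered leukocyte migration genes (Fisher's exact test, adjusted p = 1.53e-12), 13 of 18 leukocyte proliferation genes (adjusted p = 3.17e-05) and 15 of 20 genes of negative immune regulation (adjusted p = 3.18e-06).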

Gene set 3, with 1,833 genes, shows up-regulation peaking at 1 d.p.i. and decrease afterward, linked to cytokine production and leukocyte activity, indicating an inflammatory response that resolves over time. Gene set 4 contains 1,324 genes with initial down-regulation followed by up-regulation from 1 d.p.i., related to muscle differentiation and development. 

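Gene set 4 was nearly as high at 28 d.p.i. as before injury. Its centre, with 1081 genes, fell from 1.03 in the intact group to -1.03 at 1 d.p.i., rose through -0.69, -0.25 and -0.07 and reached 1.00 at 28 d.p.i. The peak was at 28 d.p.i. with the genes of all 15 pairs of groups, and in 7 of the 26 fits that each left out 1 sample. Only 3 muscle contraction genes were among the clustered genes, and all 3 were in this set (Fisher's exact test, adjusted p = 0.0177). Of 15 clustered limb morphogenesis genes, 7 were in this set (Fisher's exact test, adjusted p = 0.0155).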

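Gene set 5 held 1137 genes, with a centre of 0.59 in the intact group, -1.32 at 1 d.p.i., -0.63 at 3 d.p.i., 0.93 at 7 d.p.i., -0.08 at 14 d.p.i. and 0.50 at 28 d.p.i. It held 5 of the 15 clustered limb morphogenesis genes (Fisher's exact test, adjusted p = 0.312). The set that followed this trend peaked in the intact group when log2(TPM + 1) was clustered, and at 14 d.p.i. without 14 d.p.i. replicate 2, 28 d.p.i. replicate 2 or 28 d.p.i. replicate 3.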

Gene set 5, with 1,381 genes, has a wave-like pattern, peaking at 7 d.p.i., involved in limb morphogenesis and possibly tendon-resident stem cell activity during repair. 

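In gene set 6, with 820 genes, the centre stayed between -0.56 and -0.10 up to 7 d.p.i., rose to 1.52 at 14 d.p.i. and returned to -0.27 at 28 d.p.i. Of 19 clustered extracellular matrix organization genes, 7 were in this set (Fisher's exact test, adjusted p = 0.0155), and of 15 ossification genes 5 were (adjusted p = 0.0936). With log2(TPM + 1) clustered in place of TPM, the peak was at 1 d.p.i.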

Gene set 6 includes 1,126 genes with late-rising expression, peaking at 14 d.p.i., related to extracellular matrix remodeling and collagen processes. This indicates significant extracellular matrix remodeling at 14 d.p.i., supported by enhanced metabolic processes. 

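Gene set 7 held 866 genes, with a centre of -0.50 in the intact group, -0.85 at 1 d.p.i., 1.53 at 7 d.p.i., 0.06 at 14 d.p.i. and -0.22 at 28 d.p.i. It held 9 of the 19 clustered extracellular matrix organization genes (Fisher's exact test, adjusted p = 0.000661). Postn (ENSMUSG00000027750, chromosome 3 from 54268501 to 54298471), encoding the matrix protein periostin, rose from 143 ± 130 CPM in the intact group to 3799 ± 1171 CPM at 7 d.p.i. (SD, n = 4 each), a log2 fold change of 4.73 with a standard error of 0.66 (edgeR, adjusted p = 1.14e-05). With the genes of all 15 pairs of groups, or with the adjusted p-value alone, this set peaked at 3 d.p.i.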

Gene set 7 consists of 1,258 genes with an initial rise peaking at 7 d.p.i., involved in extracellular structure and collagen fibril organization during tendon repair.

Similarly, the differentially expressed genes in the aforementioned distinct sets were analyzed using STEM software, yielding similar results. Eight statistically significant gene clusters were subjected to GO analysis, where cluster 0 was linked to development and vascularization, cluster 1 to metabolism, cluster 2 to transcription and translation, cluster 5 to muscle development and differentiation, cluster 10 to extracellular matrix, cluster 23 to RNA processing, cluster 24 to stress, immunity, and inflammation, and cluster 26 to cell division and cell cycle. 

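The STEM software was not available, so its procedure was rebuilt: each clustered gene was assigned to the closest of 28 model profiles with changes of at most 2 units between time points, and the number in each profile was compared with that expected when the order of the time points is permuted. Of the 7932 genes, 6091 fell in 7 significant profiles. The largest, with 1454 genes against 306 expected, fell at 1 d.p.i. and peaked at 7 d.p.i., and 62.3% of its genes were in gene set 5. A profile with 964 genes against 389 expected was highest at 3 and 7 d.p.i., with 71.4% of its genes in gene set 1. A profile with 721 genes was highest at 1 and 3 d.p.i., with 81.6% in gene set 3. With 50 model profiles, 12 were significant.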

The trends and GO enrichment result observed by Mfuzz were in harmony with these results, thereby further confirming the consistency (Figure S4A).

Furthermore, to quantify the degree of infiltrating immune and stromal cells, we utilized xCell analysis. 

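xCell and its signatures were not available. In their place, the mean log2(TPM + 1) of a list of marker genes was taken for each of 7 immune cell types, with 6 to 10 genes per list. Such a mean follows both the number of cells and the expression per cell. For each injured group, the difference from the intact group was tested by an exact permutation test, two-sided, and adjusted over 75 tests, in which the smallest adjusted p that occurred was 0.065.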

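Neutrophil markers rose from 5.25 ± 1.40 in the intact group to 8.62 ± 0.56 at 1 d.p.i. (SD, n = 4 each), monocyte markers from 3.63 ± 0.63 to 7.64 ± 0.58 and macrophage markers from 5.57 ± 0.30 to 7.48 ± 0.60. In each case all 4 samples were above all intact samples (exact permutation p = 0.0286, adjusted p = 0.065). Macrophage markers were highest at 3 d.p.i., 3.05 above the intact mean. Dendritic cell markers differed by 0.24 at 1 d.p.i. (exact permutation p = 0.514) and were highest at 7 d.p.i., at a difference of 1.78 (exact permutation p = 0.0286). T cell markers differed by -0.01 at 1 d.p.i. (exact permutation p = 0.971) and by 0.70 at 7 d.p.i. (exact permutation p = 0.0286), at low levels of 0.44 ± 0.21 in the intact group and 1.14 ± 0.30 at 7 d.p.i. B cell markers differed by 1.12 at 1 d.p.i., within their spread (exact permutation p = 0.286), and by 0.349 without 1 d.p.i. replicate 1. Mast cell markers fell by 2.35 at 1 d.p.i., and every injured sample of that group was below every intact sample (exact permutation p = 0.0286). The alternative that moved a difference at 1 d.p.i. most was the median over the list in place of the mean, with 4.63 for neutrophil markers.

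**Figure D1:**
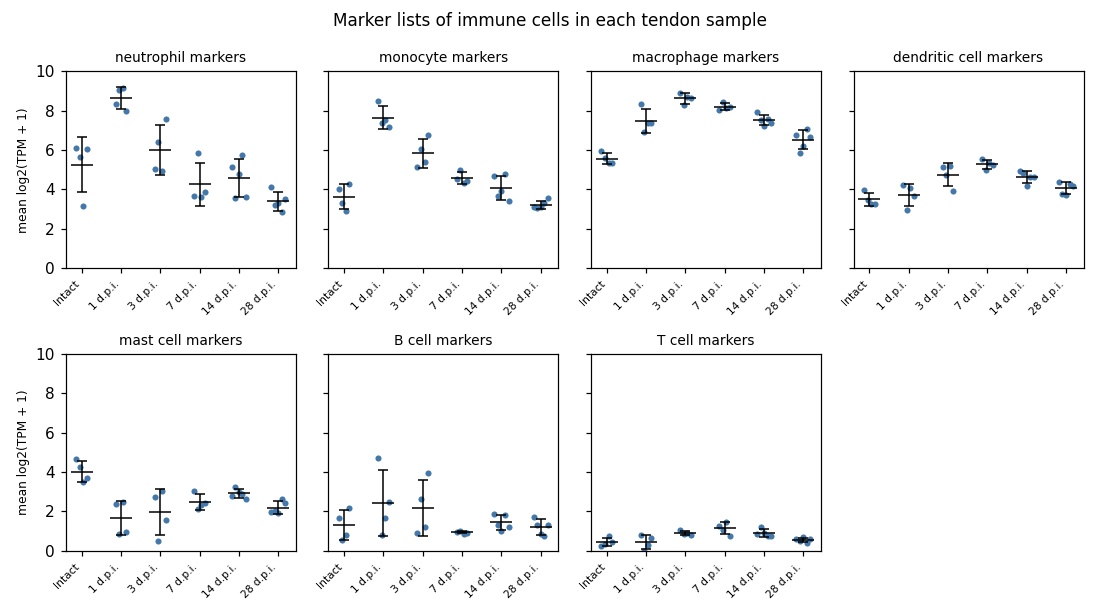
Mean log2(TPM + 1) of each immune marker list (vertical axis) in every tendon sample of the 6 groups (horizontal axis), with points for samples and bars for the mean ± SD (n = 4 or 5). Neutrophil and monocyte markers peak at 1 d.p.i., macrophage markers at 3 d.p.i. and dendritic and T cell markers at 7 d.p.i.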

The enrichment scores of most immune cells at various time points post injury displayed similar changes, which is consistent with previous time-series analyses (Figure S4B).

### Cellular population composition in tendon repair following injury

Bulk RNA-seq revealed seven distinct patterns of gene expression during the early stages of tendon repair. Notably, the most significant changes of gene expression for gene sets 2, 3, and 4 were observed at 1 d.p.i., while the most significant changes for gene sets 5 and 7 were observed at 7 d.p.i. Additionally, histological results indicated that cell infiltration was most prominent at 7 d.p.i. 

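Measured on the centres of the 7 clusters, the change from the intact group was largest in size at 1 d.p.i. for gene sets 2, 3 and 4, at -2.47, 2.38 and -2.06. For gene set 7 it was largest at 7 d.p.i., at 2.03. For gene set 5, the change from the intact group was -1.91 at 1 d.p.i. and 0.34 at 7 d.p.i., while the rise from 3 to 7 d.p.i. was 1.56.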

To investigate further, single-cell transcriptome sequencing was performed on normal tendon tissue, as well as on samples from the 1 d.p.i., 7 d.p.i., and 28 d.p.i. groups (Figure 4A). After excluding cells with low gene expression levels and those with high mitochondrial gene expression, a total of 30,507 cells from four time points were included, with 4,844 cells from the intact group, 5,060 cells from the 1 d.p.i. group, 9,176 cells from the 7 d.p.i. group, and 11,427 cells from the 28 d.p.i. group (Figures 4B and 4D).

**Figure 4:**
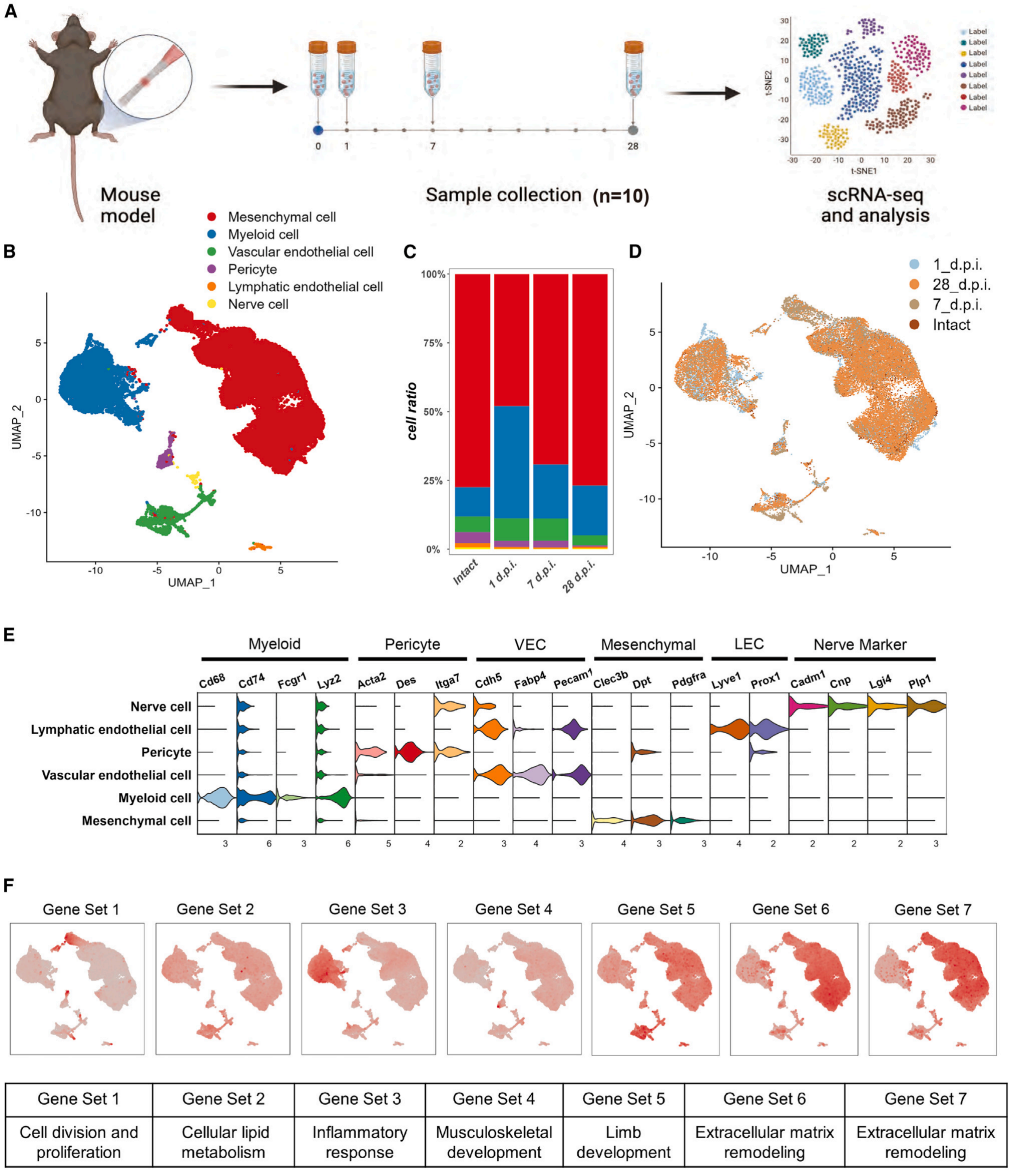
ScRNA-seq identified cellular heterogeneity in mouse tendon injury model (A) A graphical scheme of the Achilles tendon sampling process of scRNA-seq. (B) Dimension reduction UMAP plot based on lineage markers show the clustering result. (C) Relative proportions of different cell populations within each group. (D) The cell composition of each group. (E) Violin plot displaying the expression levels of different lineage marker genes. (F) The expression patterns of representative genes in the Mfuzz-clustered gene sets are visualized on the single-cell dimension reduction plot, with darker colors indicating higher expression level.

According to their specific expression features, we have categorized the cell populations into six distinct groups (Figures 4B and 4E, Table S2). The mesenchymal cell group prominently expresses mesenchymal markers, such as Clec3b, Pdgfra, and Dpt.^4^ The myeloid cell population exhibits high expression levels of various myeloid markers, including Cd68, Fcgr1, Cd74, and Lyz2.^5^^,^^6^ The pericyte population shows high expression of Acta2, Itga7, Des, and other relevant biomarkers. The vascular endothelial cell population notably expresses Pecam1, Cdh5, Fabp4, and other known endothelial markers.^7^ The lymphatic endothelial cells display high expression levels of Lyve1, Prox1, and other specific lymphatic markers. Finally, the nerve cells demonstrate elevated expression of neuronal markers, including Plp1, Lgi4, Cadm1, and Cnp.^8^^,^^9^

In particular, our study reveals that there was a noticeable expansion of myeloid cells at 1 d.p.i. Subsequently, the proportion of myeloid cells decreases. Meanwhile, the proportion of mesenchymal cells steadily increased until 28 d.p.i., reaching a proportion similar to that in the intact group. However, the proportion of myeloid cells was still higher than that in the intact group (Figures 4C and 4D). This trend aligns with our previous analysis of immune cells using xCell. These findings underscore the complexity of the immune response to injury and suggest that myeloid cells and mesenchymal cells may play an important role in the repair process of tendon injuries.

Using the marker genes enriched in the GO terms of the seven gene sets as representative genes for scoring single-cell data, we observed distinct expression patterns across different cell groups (Figure 4F). The representative genes of gene set 1, associated with cell division and proliferation, are predominantly expressed in a subset of mesenchymal cells, with minimal expression in other cell groups. The representative genes of gene set 2, related to cellular lipid metabolism, show similar expression levels across all cell groups. The representative genes of gene set 3, linked to inflammatory responses, are highly expressed in myeloid cells. The representative genes of gene set 4, enriched in musculoskeletal development, are mainly expressed in mesenchymal cells and pericytes. Gene set 5 representative genes, enriched in limb morphogenesis, exhibit high expression in mesenchymal cells and also notably in vascular endothelial cells. The representative genes of gene sets 6 and 7, enriched in extracellular matrix organization, extracellular structure organization, collagen fibril organization, bone development, and glycoprotein metabolism, are primarily expressed in mesenchymal cells, with some expression observed in myeloid cells, vascular endothelial cells, and pericytes.

### Characteristics of the mesenchymal cell population

To further investigate the subtypes and dynamic changes of mesenchymal cells during the early stages of tendon injury, we isolated mesenchymal cell and further categorized them into subgroups using dimension reduction techniques. By analyzing their differentially expressed genes, along with existing literature and biological knowledge, we manually annotated these distinct subsets of cells as progenitor, proinflammatory tenocyte, proliferating tenocyte, signaling tenocyte, osteogenic tenocyte, myofibroblast tenocyte, and tenocyte (Figure 5A). Next, we determined the proportions of different cell types at various time points. The most significant change was that tenocytes accounted for the largest proportion in the intact group, and their number decreases at 1 d.p.i. and 7 d.p.i. Later, their proportion will increase in 28 d.p.i. group. Osteogenic tenocytes were significantly increased at 28 d.p.i. and were present in the least proportion in the intact group. Myofibroblast tenocytes, the second most common cell type in 28 d.p.i. group, showed the sharpest decrease in 1 d.p.i. group, followed by an increase beginning on 7 days post-injury. Not surprisingly, proinflammatory tenocytes in 1 d.p.i. group and 7 d.p.i. group maintained high proportion, in accordance with the RNA-seq results described above. However, the highest proportion of progenitors was observed in the intact group. Whereas the proportion of progenitors decreased significantly in 1 d.p.i. group and remained at a low level in 7 d.p.i. group and 28 d.p.i. group. Proliferating tenocytes were also notably present in 1 d.p.i. group and 7 d.p.i. group and decreased in 28 d.p.i. group and intact group. Signaling tenocytes were distributed in similar proportions across all time points (Figure 5B).

**Figure 5:**
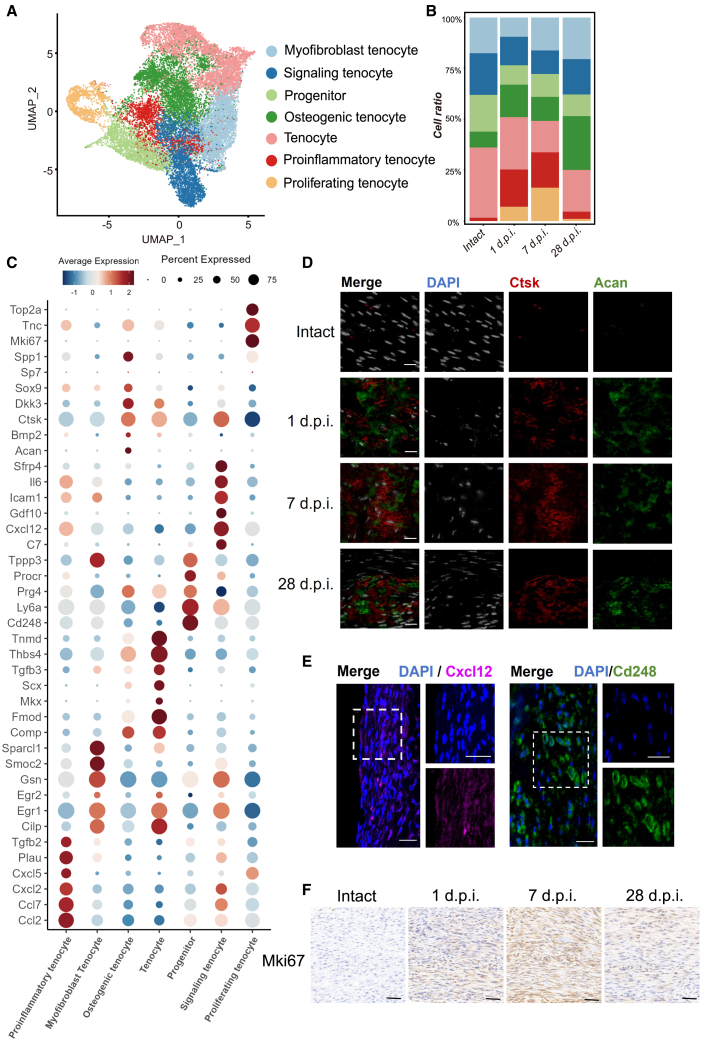
Characterization of mesenchymal cell subpopulations (A) The dimension reduction UMAP plot of mesenchymal cells, which can be further divided into seven distinct subgroups. (B) The distribution of individual cell subpopulations within the entire cell population of different time points. (C) Bubble plot illustrating the markers of mesenchymal cells, where redder colors represent increased expression levels, and larger circles indicate a higher percentage of cells expressing the gene. (D) Immunofluorescence of costaining of Ctsk and Aggrecan (Acan) revealed the existence of Ctsk+ osteogenic tenocyte in Achilles tendon. Scale bar:20μm. (E) Immunofluorescence verified the presence of certain mesenchymal cell subpopulation Cd248+ progenitor and Cxcl12+ signaling tenocyte in Achilles tendon. Scale bar:20μm. (F) Immunohistochemistry staining of proliferating tenocyte marker Mki67 at different time point post injury in Achilles tendon. Scale bar: 50μm.

According to the previously obtained differential expressed genes, we found that tenocytes highly express classic tendinous markers, including Scx, Fmod, Tnmd, and Thbs4.^10^ A cell subpopulation coexpressing tenogenic (e.g., Fmod and Thbs4) and osteochondrogenic markers (e.g., Ctsk and Acan), consistent with previous reports, were defined as osteogenic tenocytes.^11^^,^^12^^,^^13^ Proliferating tenocytes expressed a large number of genes related to cell proliferation, cell cycle and mitosis such as Mki67 and Top2a,^14^^,^^15^ suggesting that they are in an active state of cell proliferation. Progenitors had relatively high expression of Tppp3, Procr, Ly6a, and Cd248 in agreement with progenitors previously found in tendon, bone marrow and muscle.^16^^,^^17^^,^^18^ We also identified signature profiles of proinflammatory tenocytes (e.g., Cxcl5, Cxcl2, and Ccl7), myofibroblast tenocytes (e.g., Sparcl1, Cilp, and Col1a1), and signaling tenocytes (e.g., Cxcl12, Sfrp4, and Gdf10). All cell subpopulations were actively expressing their corresponding signature genes during different stages of tendon injury (Figure 5C). Furthermore, to validate the presence of the defined cell subpopulations, we performed immunofluorescence and immunohistochemistry staining on osteogenic tenocytes and proliferating tenocytes at various time points (Figures 5D and 5F). In addition, progenitors and signaling tenocytes at 28 d.p.i. were also subjected to immunofluorescence staining (Figure 5E).

To understand the differentiation and progression of the eight cell types, we conducted a pseudotime analysis on these cellular subsets using Monocle3.^11^ We illustrate the sequential arrangement of cells along the trajectory, starting from progenitors and transitioning to tenocytes (Figure 6A). The results revealed that the pseudotime trajectories of these eight cell types could be categorized into four major branches, all originating from progenitors. One branch directly differentiated into proliferating tenocytes, while another gave rise to signaling tenocytes. The third branch led to signaling tenocytes before ultimately culminating in osteogenic tenocytes. Notably, the journey to tenocytes passes through myofibroblast tenocytes (Figures 6B and 6C). Then, we used CytoTRACE to assess the differentiation potential of the eight mesenchymal cells. The analysis revealed higher prediction scores for progenitors, proliferating tenocytes, and proinflammatory tenocytes, which are represented by a darker red in the color gradient. Conversely, tenocytes, signaling tenocytes, as well as osteogenic tenocytes, exhibited relatively lower prediction scores and appeared lighter on the heatmap, suggesting a higher level of differentiation for these cell types (Figure 6D).

**Figure 6:**
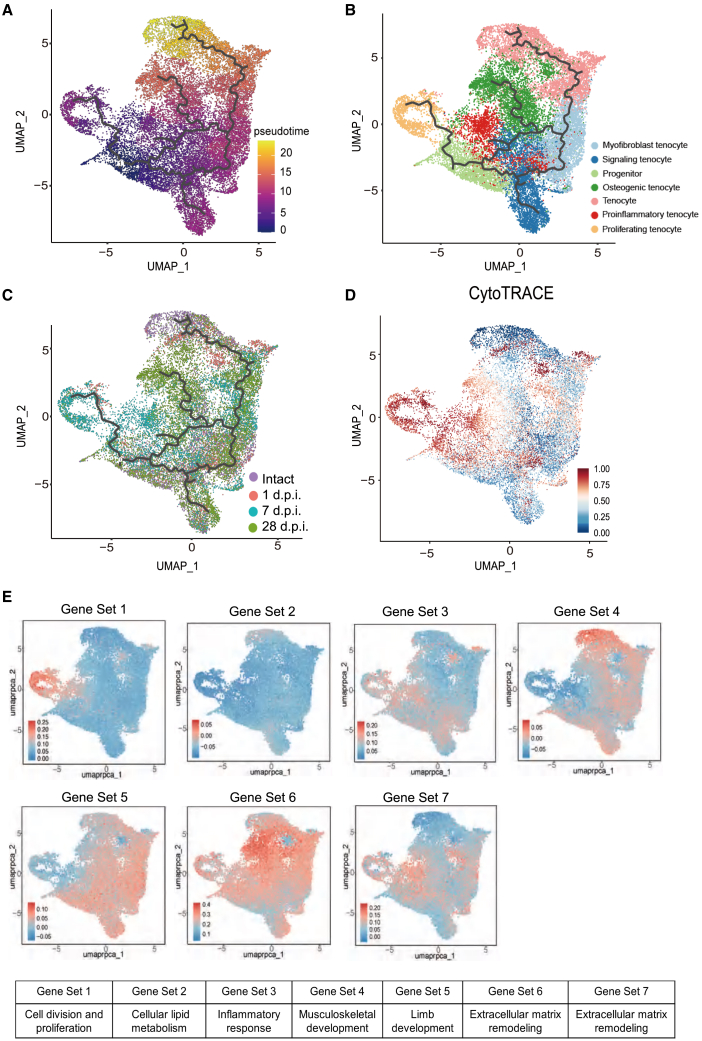
Trajectory and gene sets expression of the mesenchymal cell population (A) Pseudotime analysis reveal the process where a cell transit from an initial state to a final state. Lighter colors indicate that the cells are closer to the end of the transition trajectory. (B) Pseudotime trajectory based on cell clustering. (C) Pseudotime analysis based on different time points (intact, 1 d.p.i., 7 d.p.i., and 28 d.p.i.). (D) CytoTRACE evaluates the differentiation potential of cell populations derived from mesenchymal cells, with redder colors indicating higher levels of differentiation potential. (E) The expression patterns of representative genes in the Mfuzz-clustered gene sets are visualized on the mesenchymal cell UMAP, with redder colors indicating higher expression level.

Subsequently, we evaluated the single-cell data of mesenchymal cells with previously obtained gene sets. Gene set 1, associated with cell division, represented genes primarily concentrated in proliferating cells and not expressed in the rest of the cell population. Gene set 2, representing genes related to the organic acid metabolism of lipid metabolism, showed relatively low expression across each cell population. Gene set 3, associated with inflammatory responses, was expressed in most cell subsets, particularly in proinflammatory tenocytes. Gene set 4 genes, enriched in muscle system processes, and gene set 5 genes, enriched in limb development and mesenchymal cell proliferation, showed similar distribution across each cell subpopulation, with gene set 4 genes being most strongly expressed in tenocytes. Gene set 6 GO terms, enriched in extracellular structure organization and extracellular matrix organization, showed high expression levels in all cell subsets, especially in osteogenic tenocytes and tenocytes. Gene set 7, associated with collagen fibril organization, bone development, and glycoprotein metabolism, showed enrichment in proinflammatory tenocytes (Figure 6E). Additionally, we analyzed the pseudotime expression of the genes of interest and observed that different genes exhibited distinct distribution patterns of dynamics along the pseudotime axis (Figure S5).

### Characteristics of the myeloid cell population

Models of tendon injury typically exhibit inflammatory response post injury. RNA-seq analysis shows up-regulation of immune related genes from 1 d.p.i. to 28 d.p.i. 

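Ctss was above all 4 intact samples in every injured sample, with group means of 384 ± 90.5 CPM at 3 d.p.i. (SD, n = 4). In the plot of these genes, Ptprc and Il1b at 28 d.p.i. overlap the intact samples. Trem2 was at 5.64 ± 1.69 CPM in the intact group (SD, n = 4) and at 42.8 ± 18.2 CPM at 28 d.p.i. (SD, n = 5), a log2 fold change of 2.92 with a standard error of 0.32 (edgeR, adjusted p = 1.48e-05). Of the leukocyte proliferation list, 17, 16, 14, 11 and 2 of 20 genes were upregulated at 1, 3, 7, 14 and 28 d.p.i. The 2 of 20 at 28 d.p.i. did not pass (Fisher's exact test, adjusted p = 0.116), while 16 of the 20 were higher, with a median log2 fold change of 0.65, and the list as a set was higher under limma's camera (adjusted p = 0.0446) and fry (adjusted p = 0.000589). The leukocyte migration list, also with 2 of 20 genes upregulated at 28 d.p.i., passed under none of the 3 tests (Fisher's exact test, adjusted p = 0.116; camera, 0.45; fry, 0.17).

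**Figure D2:**
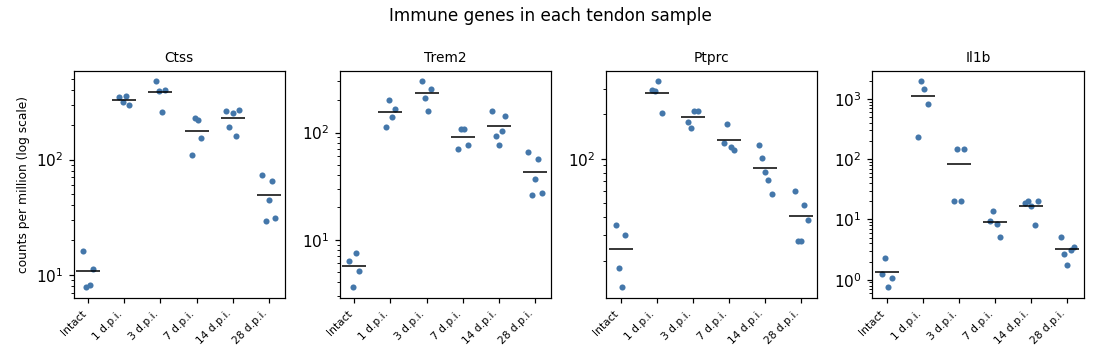
CPM (vertical axis, log scale) of Ctss, Trem2, Ptprc and Il1b in every tendon sample of the 6 groups (horizontal axis), with points for samples and bars for group means. Il1b is highest at 1 d.p.i., Ctss and Trem2 at 3 d.p.i., and Ptprc falls from 1 to 28 d.p.i.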

Due to the essential role of myeloid cells in early tendon repair stages, our focus was on analyzing their specific cell subset. We performed dimension reduction analysis on myeloid cell populations, categorized them further into eight subsets based on differential gene expression. These subsets include reactive macrophage, regulatory macrophage 1 and 2, teno-macrophage, dendritic cell, tenogenic cell, neutrophil, and proliferating cell (Figure 7A). Neutrophils express neutrophil marker genes, such as Ifitm6, Lrg1, and Hp, and mostly present on day one after injury. Dendritic Cells (DCs) express dendritic cell signature genes, such as H2-Ab1, H2-Aa,^19^ and Cd74,^20^ which are distributed across various time points but are most frequently present at 1 d.p.i. (Figure 7B). Proliferating cells express genes associated with cell proliferation and mitosis, such as Top2a, Mki67, and Stmn1,^14^^,^^21^ peaking on day 7 post injury (Figure 7B). Tenogenic cells characterized by the expression of tenogenesis genes such as Col1a1, Col1a2,^22^ and Prg4,^4^ show a progressive increase in abundance, peaking at day 28 post-injury (Figure 7B). Apart from expressing classic monocyte/macrophage markers Cd14^5^ and Cd68,^23^ teno-macrophages also express tenogenic marker Tppp3^23^ and matrix protein Ecm1,^24^ suggesting they could be tendon-resident macrophage during tendon repair (Figures 7D and S6).

**Figure 7:**
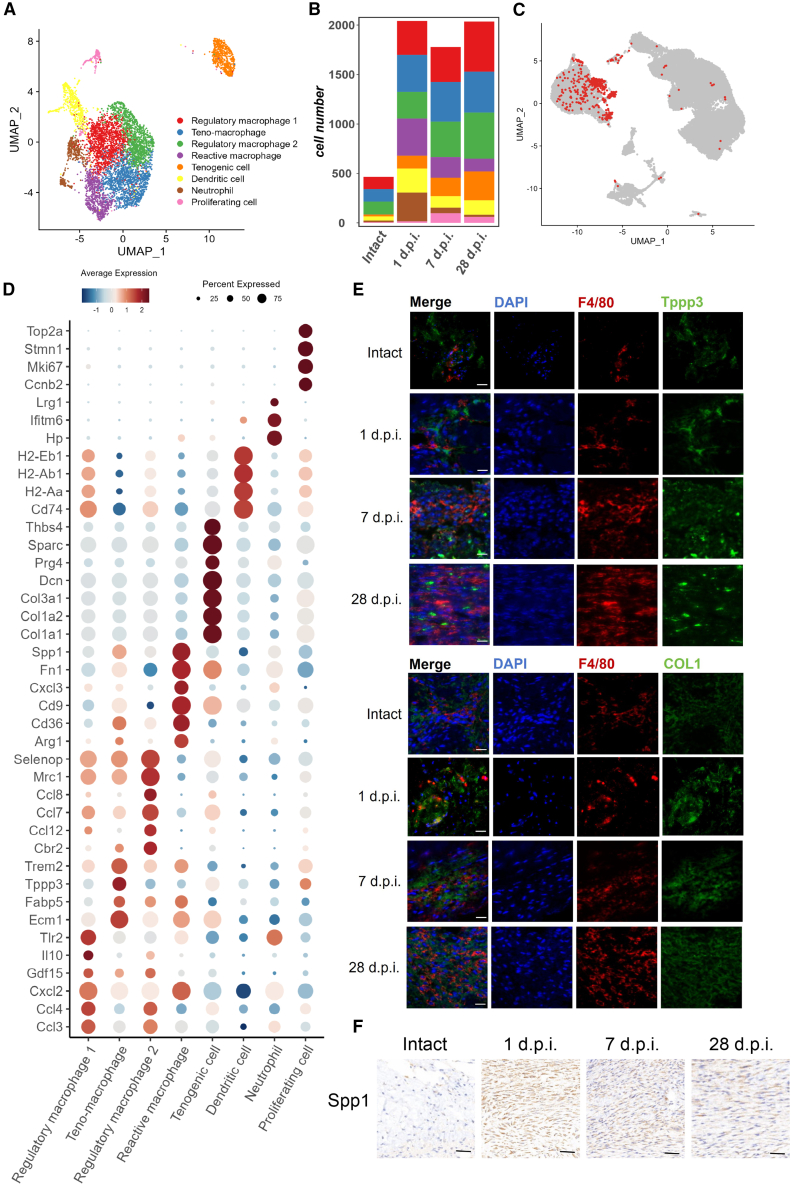
Characterization of myeloid lineage cell population (A) UMAP plot depicting the subsets within myeloid-derived cells, which can be further divided into eight distinct subpopulations. (B) Bar plot of cell number and proportion reveals the composition of each cell subpopulation across different groups. (C) Mapping tenogenic cells identified in myeloid lineage back to the original UMAP, with labeled cells represent as tenogenic cells, which mostly reside within myeloid cells. (D) Bubble plot illustrate the expression of marker genes of myeloid-derived cells. Darker color indicates higher expression, and larger circle represents a higher percentage of cells expressing the gene. (E) Immunofluorescence of costaining of myeloid marker F4/80 with teno-macrophage marker Tppp3 or tenogenic cell marker Col1 at different time point post Achilles tendon injury. Scale bar: 20μm. (F) Immunohistochemistry staining of reactive macrophage marker Spp1 at different time point post injury in Achilles tendon. Scale bar: 50μm.

The combined immunofluorescence detection of myeloid marker F4/80^25^ and Tppp3 further confirms the possibility of the presence of teno-macrophages (Figure 7E). The combined immunofluorescence detection of myeloid marker F4/80 and Col1 further confirmed the presence of myeloid derived tenogenic cells (Figure 7E). And, the immunohistochemical staining of Spp1 at different time points confirmed the presence of reactive macrophages (Figure 7F). Reactive macrophages take large part of the total count within one week after injury and gradually decrease with the process of healing. Given the expression of specific inflammatory genes and the temporal changes involved in the repair process, this group of cells may be involved in the activation of early inflammatory responses and the regulation of the inflammatory microenvironment during recovery.^2^ The two groups of regulatory macrophage subsets exhibited distinct characteristics during the tendon repair process, with the highest numbers observed on the 28th day post injury. Regulatory macrophage subset 1 overexpresses immune-regulating genes such as Tlr2^26^ and Il-10,^27^ suggesting a role in regulating the immune microenvironment following tendon injury. In contrast, regulatory macrophage subset 2 is highly expressed in macrophage regulatory and chemokine-related genes, such as Mrc1,^28^ Ccl7 and Ccl8,^29^ indicating its involvement in the regulation of inflammatory response cells, primarily macrophages, after injury.

Then, we employed a similar strategy to match the single-cell data of myeloid cells using the representative gene set. We identified that the representative genes in gene set 1, associated with cell division, were enriched in proliferating cells. The genes in gene set 2, linked to organic acid metabolism and lipid metabolism, showed moderate expression across every cell population. Inflammation-associated genes constituted gene set 3 were expressed in most subpopulations of myeloid cells, particularly in regulatory macrophages 1, reactive macrophages, and neutrophils. Gene set 4 genes, characterized by enrichment in muscle system development, showed low expression in all subgroups. Limb development and mesenchymal cell proliferation related gene set 5 were especially evident in tenogenic cell subsets. During the late stages of tendon repair, myeloid-derived tenocytes may promote tissue repair, reducing inflammation and promoting tissue reconstruction by producing anti-inflammatory cytokines such as IL-10 and TGF-β.^30^ The representative genes in gene set 6 and 7 enriched in GO terms such as extracellular structure organization, extracellular matrix organization, bone development, and glycoprotein metabolism exhibited high expression levels in tenogenic cell populations (Figure 8A).

**Figure 8:**
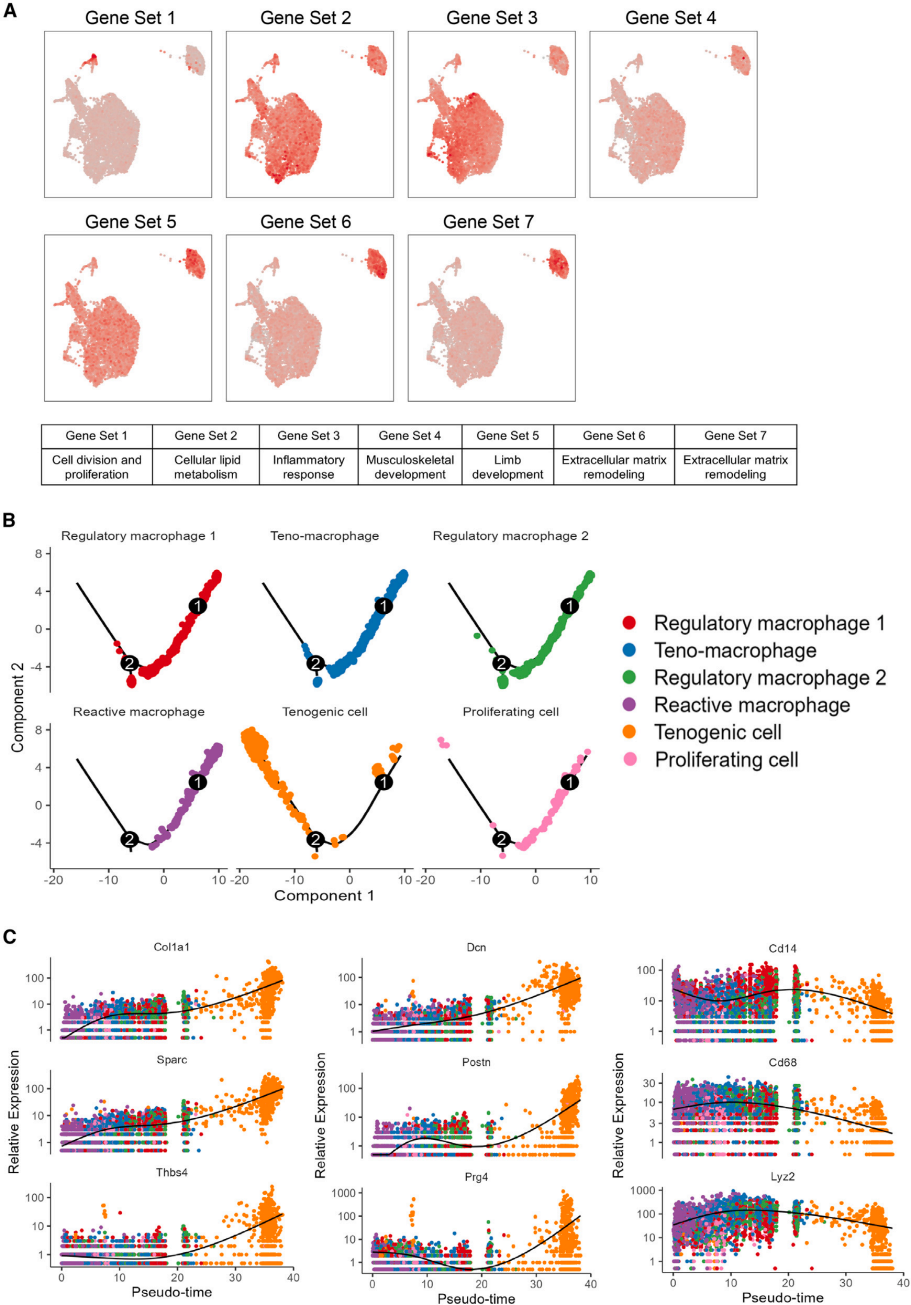
Trajectory and gene sets expression of the myeloid cell population (A) The expression patterns of representative genes in seven Mfuzz-clustered gene sets are visualized on the myeloid cell UMAP, with redder colors indicating higher expression level. (B) Distribution pattern of each cell subpopulation along a pseudotime cell trajectory. (C) The relative expression of tenogenesis related genes, such as Dcn, Postn, Prg4, Col1a1, Sparc, and Thbs4, exhibit a gradual increase as the pseudotime axis approaches the tenogenic cell. Meanwhile, the relative expression of macrophage related genes, such as Cd14, Cd68 and Lyz2 exhibit a gradual decrease as the pseudotime axis approaches the tenogenic cell.

Considering the potential of myeloid cells transforming into fibroblast-like cells and their close association with fibrosis, we conducted Monocle2 pseudotime analysis^31^ on myeloid-derived subsets. Since tenogenic cells deviated from the primary cell population in the UMAP reduction map of myeloid cells, we re-mapped this population of tenogenic cells back into the original UMAP. Majority of tenogenic cells were dispersed within myeloid cell populations (Figure 7C). This could be due to the greater weight of tendon-related genes in mesenchymal cells in the original UMAP, with the primary markers of tenogenic cells derived from macrophages being myeloid origin markers. In the second-dimension reduction of myeloid lineage cells, tendon-related genes exhibited a discernable impact on their positions. When these myeloid populations were distributed on the cell trajectory by Monocle2, most macrophage subsets and proliferating cells were on one side of the trajectory, while tenogenic cells were on the other side (Figure 8B). Notably, tendon-related genes, including Col1a1, Sparc, Thbs4, Dcn, Postn, and Prg4, displayed on the pseudotime axis, demonstrated a gradually increased relative expression levels as the pseudo timeline approaching tenogenic cells.^32^^,^^33^ Meanwhile, the relative expression levels of myeloid-associated genes, including Cd14, Cd68, and Lyz2, gradually decreased as the timeline approaching tenogenic cells, indicating the potential transition process of myeloid cells to tenogenic cells (Figure 8C).

## Discussion

Dissecting the molecular programs that underlie the physiological and pathological aspects of early tendon healing is critical for developing and translating biological and pharmacological approaches to improve tendon healing. Given the lack of early diagnosis standards and sufficient sample numbers in clinical settings, we sought to establish a reliable puncture-induced tendon injury mouse model to study the overall early healing process. By utilizing transcriptome sequencing techniques, we successfully mapped out the molecular and cellular dynamics associated with early tendon injury.

Compared with normal tendons, we observed varying degrees of enrichment in genes related to leukocyte migration, chemotaxis, leukocyte activation, and positive response to external stimuli at different time points during early tendon injury. 

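Of 20 genes listed for the interferon response, 13 were upregulated at 1 d.p.i. by Fisher's exact test (adjusted p = 9.51e-07, 14 adjusted over the list alone), 11 at 3 d.p.i. (adjusted p = 6.05e-06, 11 over the list alone) and 3 at 7 d.p.i. (adjusted p = 0.54, 4 over the list alone), with median log2 fold changes of 1.96, 1.24 and 0.34. Without Intact replicate 1, 7 passed at 7 d.p.i. by Fisher's exact test (adjusted p = 0.00207), and over the 7 alternatives the adjusted p ranged from 0.0484 to 1. Isg15 (ENSMUSG00000035692, chromosome 4 from 156283883 to 156285303), an interferon-induced gene, rose from 10.5 ± 6.99 to 153 ± 49.0 CPM at 1 d.p.i. (SD, n = 4 each), a log2 fold change of 3.86 with a standard error of 0.52 (edgeR, adjusted p = 1.84e-06). At 3 d.p.i. its log2 fold change was 2.81 (edgeR, adjusted p = 0.000142) and at 7 d.p.i. 0.49 (edgeR, adjusted p = 0.53). Of 20 genes listed for interleukin-1 and NF-κB, 17, 12 and 8 were upregulated at 1, 3 and 7 d.p.i. by Fisher's exact test (adjusted p = 1.84e-11, 5.98e-07 and 0.000307). Adjusted over the list alone, these were 18, 12 and 11 genes, and the median log2 fold changes were 3.17, 1.25 and 1.43. The interferon list did not pass under limma's camera at 1, 3 or 7 d.p.i. (adjusted p = 0.0741, 0.0952 and 0.471). It passed under fry at 1 and 3 d.p.i. (adjusted p = 5.25e-07 and 3.27e-05) but not at 7 d.p.i. (0.0827). The interleukin-1 and NF-κB list passed under camera at 1 d.p.i. (adjusted p = 0.0409) but not at 3 or 7 d.p.i. (0.103 for both). It passed under fry at each of these times (adjusted p at most 0.00032). Il1b (ENSMUSG00000027398, chromosome 2 from 129206490 to 129213059), encoding interleukin-1 beta, rose from 1.33 ± 0.67 CPM to 1114 ± 752 CPM at 1 d.p.i., 83.4 ± 73.3 CPM at 3 d.p.i. and 9.20 ± 3.59 CPM at 7 d.p.i. (SD, n = 4 each). Its log2 fold changes were 9.70, 5.96 and 2.78 (edgeR, adjusted p = 6.00e-09, 2.52e-06 and 0.0052). Cxcl10 at 7 d.p.i. had a log2 fold change of 1.87 (edgeR, adjusted p = 0.0139), which lost its call without Intact replicate 3 (adjusted p = 0.052).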

Similar to the conclusions of previous research, on the 1 d.p.i. , 3 d.p.i., and 7 d.p.i., tendons may primarily activate and sustain the inflammatory microenvironment in the damaged area through IFN-mediated interferon signaling pathways and IL-1-mediated NF-κB signaling pathways.^34^^,^^35^ Consistent with gene expression, the GO terms indicated a significant presence of inflammation at 1 d.p.i. This phenomenon can be attributed to the significant influx of leukocytes from the blood or surrounding tissues toward the injured site.^36^ On the third day, genes associated with the inflammatory response remained present, while simultaneous changes in lipid metabolism processes were observed. On the seventh day post injury, we observed persistent inflammation alongside regulatory processes related to skeletal system differentiation. This suggests potential tissue repair mechanisms following tendon injury. The observed phenomena may be attributed to the activation and differentiation of stem cells induced by inflammatory factors and growth factors.^37^^,^^38^ Somewhat surprisingly, the genes that were upregulated at 28 days were mainly enriched in GO terms related to the composition of the extracellular matrix, mechanisms of cell adhesion, cytokine production, and metabolic processes. This observation suggests that tendon cells undergo increased synthesis of the extracellular matrix to facilitate the remodeling of tendon structure and restoring function following injury.

Then, we found that mesenchymal cell differentiation in the tendon occurred in four main directions, with one pathway ultimately leading to the formation of osteogenic tenocytes. This finding is consistent with the common clinical phenomenon of heterotopic ossification following tendon injury.^39^ Another branch passes through the myofibroblast tenocytes and eventually differentiates into tenocytes (Figures 6A and 6B). Simultaneously, we observed that the majority of tenocytes remained grouped in the intact group, whereas myofibroblast tenocytes are predominantly found in the 28 d.p.i. group, indicating the occurrence of fibrosis in the tendon which prevents it from returning to its original normal state. These observations appear to correlate with the transition from thick fibers (intact) to thin fibers (28 d.p.i.) observed in transmission electron microscopy (Figure 1F). Throughout different stages of tendon repair, the expression levels of various members of the TGF-β family change. In the early stage (7 d.p.i.), there is a slight increase in TGF-β2 expression, whereas at the later stage (28 d.p.i.), TGF-β3 expression shows a significant rise. These changes underscore the regulatory role of TGF-β in tendon development and repair, particularly in the formation of collagen structures. TGF-β2 is expressed in tenocytes and regulates collagen production through the TGF-β signaling pathway, which may contribute to irregular collagen structure formation.^40^ In contrast, TGF-β3 expression in tenocytes inhibit TGF-β binding to its receptor, promoting the formation of organized collagen structures. These findings emphasize the critical role of the TGF-β family in tendon repair and functional recovery.

Our work further highlighted specific teno-macrophages expressing Tppp3 and macrophage-associated markers. Additionally, these cells also express Fabp5 and Trem2, which are associated with macrophage polarization and fibrosis.^41^ We speculate that teno-macrophages may be specialized tendon-resident macrophages that regulate tendon homeostasis and repair processes through secrete factors such as chemokines, signaling pathway regulators, and immune complement. Additional experiments (e.g., ChIP-seq, gain- and loss-of-function transgenic mouse models) are needed to determine their roles for regulating early tendon injury. Moreover, we also identified specific tenogenic cells from myeloid cell lineage that highly express tendinous genes, such as Col1a1, Col1a2, Thbs4, and Prg4, at different time points during tendon repair. We speculate that this subtype of myeloid-derived cell may have undergone a macrophage-to-tenocyte transition during the repair process of tendon injury, thereby participating in tendon repair. But further work needs to be performed to better evaluate the contribution of tenogenic cells and whether the cells function during healing via a cell-autonomous or non-cell-autonomous mechanism.

In summary, our data provide unprecedented cellular and molecular profiling of the early tendon healing process and defining the molecular programs underlying distinct time points. Recognizing the specific molecular programs and cellular subpopulations predominant during different healing phases will substantially enhance our understanding of the complex cellular and molecular milieu of tendon healing, facilitating the identification of more targeted therapeutic approaches to improve tendon repair.

### Limitations of the study

Although this study effectively models the early progression of tendon injury, it is important to acknowledge several potential limitations. First, no further relevant experimental verification was conducted. Then, due to the limited availability of samples, our study exclusively utilized mice as subjects. Therefore, future investigations should incorporate human samples in order to elucidate more precise molecular mechanisms underlying tendon injury. Finally, the constructed mouse tendon injury model may represent early tendon disease, but further validation is needed.

### Conclusions

In conclusion, we propose the dynamic changes of molecular pattern and cellular subpopulation in a puncture-induced tendon injury model. Our study identifies seven gene sets with specific expression profiles, eight types of myeloid-lineage cells, and seven types of mesenchymal-lineage cells during the early tendon injury process. Development of therapeutic strategies focused on teno-macrophages, and tenogenic cells may have a potential application to various tendon injuries.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Weiliang Shen ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Data: The RNA-Seq, and scRNA-seq data are deposited in the Gene Expression Omnibus (GEO): GSE288443, GSE288444. Further information and requests for any data reported in the manuscript should be directed to the corresponding author Weiliang Shen ().
• Code: This study did not generate any original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

This research was supported by 10.13039/501100004731Zhejiang Provincial Natural Science Foundation of China (ZCLQN25H0601), 10.13039/501100001809NSFC grants (82372376, T2121004, 32271406), Zhejiang “Lingyan” Research and Development Project (2024C03207, 2024C03077), Zhejiang Provincial Program for the Cultivation of High-level Innovative Health talents, Dr Li Dak Sum & Yip Yio Chin Regeneration Medicine Foundation.

## Author contributions

W.S., X.C., and J.J. designed the study. Z.H. and D.R. conducted the experiments. H.C., Y.F., C.W., and J.H. acquired samples and assisted with the experiments. Z.H., Z.L., and Y.X. analyzed the data. The manuscript was written by Z.L., D.R., and H.J. and reviewed by all authors. All authors read and approved the final manuscript.

## Declaration of interests

The authors declare no competing interests related to this work. All research was conducted independently, without any influence from funding bodies, organizations, or commercial entities.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CTSK Rabbit pAb	ABclonal	RRID: AB_2766620; Cat#A5871
Aggrecan Monoclonal Antibody (BC-3)	Thermo Fisher Scientific	RRID: AB_568440
CXCL12 Rabbit pAb	ABclonal	RRID: AB_2862001; Cat# A18225
CD248 Polyclonal Antibody	Thermo Fisher Scientific	RRID: AB_2899612
Purified anti-mouse/human Ki-67 Antibody	Biolegend	RRID: AB_2566621
Purified anti-mouse F4/80 Antibody	Biolegend	RRID: AB_893504
TPPP3 Polyclonal Antibody	Proteintech	RRID: AB_2878105; Cat# 15057-1-AP
Osteopontin Polyclonal Antibody	Thermo Fisher Scientific	RRID: AB_795087
Collagen I Antibody	Affinity	RRID: AB_2835309; Cat# AF7001
Alexa Fluor 647-labeled Goat Anti-Rabbit IgG(H + L)	Beyotime	RRID: AB_2936379; Cat# A0468
Alexa Fluor 647-labeled Goat Anti-mouse IgG(H + L)	Beyotime	RRID: AB_2891322; Cat# A0473
Anti-Rabbit IgG H&L (Alexa Fluor® 488)	Abcam	RRID: AB_2630356; Cat# ab150077
Anti-Mouse IgG H&L (Alexa Fluor® 555)	Abcam	RRID: AB_2687594; Cat# ab150114
ABflo® 488-conjugated Goat anti-Mouse IgG (H + L)	ABclonal	RRID: AB_2768319; Cat# AS037

**Biological samples**		

Mouse tendon	This paper	N/A

**Critical commercial assays**		

NEBNext® UltraTM RNA Library Prep Kit	Illumina	Cat#E7530
GEXSCOPE® Single Cell RNA Library Kit	Singleron	SD: 4180011

**Deposited data**		

Raw and analyzed data	This paper	The RNA-Seq, and scRNA-seq data are deposited in the Gene Expression Omnibus (GEO):GSE288443, GSE288444.
Mus musculus reference genome, GRCm39	Ensembl.org	https://ftp.ensembl.org/pub/release-105/gtf/mus_musculus/

**Experimental models: Organisms/strains**		

Mus musculus C57BL/6N strain	Charles river	https://www.vitalriver.com/rm-find-model/213-c57bl-6n.html

**Software and algorithms**		

R	The R Foundation for Statistical Computing	https://www.r-project.org/
FastQC	N/A	https://www.bioinformatics.babraham.ac.uk/projects/fastqc
Fastp	Chen et al.^15^	https://github.com/OpenGene/fastp
STAR	Dobin et al.^42^	https://github.com/alexdobin/STAR
featureCounts	Liao et al.^43^	https://subread.sourceforge.net/
DESeq2	Love et al.^44^	http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html
clusterProfiler	Wu et al.^45^	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
Mfuzz	Kumar et al.^46^	http://itb1.biologie.hu-berlin.de/∼futschik/software/R/Mfuzz/index.html
STEM	Ernst et al.^47^	https://www.cs.cmu.edu/∼jernst/stem/
Monocle 2	Qiu et al.^31^	https://github.com/cole-trapnell-lab/monocle-release
Monocle 3	Cao et al.^11^	https://cole-trapnell-lab.github.io/monocle3/

### Experimental model and study participant details

All experiments were performed with the approval of the Institutional Animal Care and Use Committee of the Zhejiang Center of Laboratory Animals (Grant No: ZJCLA-IACUC-20050062, Date of approval: 2021.11.29 and No: ZJCLA-IACUC-20010700; Date of approval: 2024.3.24). All animal experimentation conformed to the Guide for the Care and Use of Laboratory Animals. 8–10 weeks old male and female C57BL/6N mice were used for all experiments. All mice were kept on *ad-libitum* (AL) access to food and tap water, and kept under standard housing conditions, with 12h light/12h dark cycles, 30–70% humidity and a temperature of 20°C–23°C unless specified otherwise.

### Method details

#### Surgical models

The multipoint needling device consists of a fixed platform and multiple needles, nine needles is evenly closed in a circle, distributed in multiple rows, and manufactured by LiAo tech (Hunan province, China). In this study, we maintained a constant depth and frequency of acupuncture to ensure the standardization and reproducibility of the treatment procedure for each mouse. Mice were anesthetized prior to surgery. After cleaning and disinfecting the surgical area, the tendon was exposed, and an ophthalmic forceps was placed beneath the tendon to support the multi-row needling procedure. The tendon was then punctured using the multipoint needling device. After surgery, the skin was closed with a 5-0 suture.

#### Histological evaluation

Upon the euthanasia of mice, tendon was harvested and fixed in formalin 4% (vol/vol) for 48 h, processed and embedded in paraffin. Sagittal 7μm-thick sections were cut parallel to the long axis of tendon, placed on glass slides and stained with hematoxylin and eosin. All sections were read by 2 blinded individual investigators based on a modification of the Movin grading system (Table S1).^15^ Six parameters were evaluated on a 0–3 scale, with 0 being least abnormal and 3 being most abnormal.

#### Bulk RNA sequencing (RNA-seq) and differentially expressed genes (DEGs) analysis

To ensure sufficient mRNA extraction amount, 4 patellar tendons from every 4 mice in the same group were combined together as one sample, and histological samples were obtained at 6 time points. Day 0 (intact group), day 1, day 3, and day 7 groups each had 4 samples; day 14 and day 28 groups each had 5 samples. After harvesting, the tissues were immediately placed into liquid nitrogen and then ground. Total RNA was isolated by TRIzol Reagent (Thermo Fisher Scientific, USA), mRNA was purified using poly-T oligo-attached magnetic beads, fragmented and then reverse-transcribed into double-stranded cDNA. A sequencing library was generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, USA) and the clustering of index-coded samples was generated using TruSeq PE Cluster Kit v3-cBot-HS (Illumia, USA). Sequencing was performed on a HiSeq Novaseq platform (Illumina). The RNA-seq raw reads were processed with fastQC (0.11.9) and fastp (0.12.4) to remove low quality reads.^36^ Readings were aligned to the reference genome Mus musculus.GRCm39.105 using STAR (2.7.10a)^42^ and gene counts were calculated by featureCounts^43^ from the Subread package (2.0.1). The R (4.2.2) was used for subsequent analysis for all sequencing data. DESeq2 (1.34.0)^44^ was utilized to determine the DEGs between groups with Benjamini and Hochberg methods adjusting *p* value to control false discovery rate (FDR). R package clusterProfiler (4.2.2)^45^ were used to perform Gene Ontology (GO) analysis and GO terms with adjusted *p* < 0.05 were deemed as significant.

#### Temporal analysis of transcriptomic data by Mfuzz and STEM

The DEGs obtained from different pairs were integrated. After integration, the R package Mfuzz (2.54.0)^46^ and STEM software (1.3.13)^47^ were used for analysis. Mfuzz packages used fuzzy c-means clustering to identify gene profiles with similar expression characteristics. The integrated data is imported and standardized by the functions included in the package. R package fviz_nbclust and factoextra were used to determine and visualize the optimal number of clusters. After determining the optimal number, Mfuzz were utilized to get the clustered gene sets. STEM is a Java program that clusters, compares, and visualizes gene expression data at short time points. After the DEGs with TPM normalization were imported, the analysis proceeds according to the software instruction. Similarly, clusterProfiler (4.2.2) were conducted to obtain GO enrichment results.

#### Single cell RNA sequencing

##### Tissue dissociation

Based on the results of the bulk RNA-seq, we selected four time points for single-cell transcriptome sequencing, including the intact group, 1 day post-injury group (1 d.p.i.), 7 days post-injury group (7 d.p.i.), and 28 days post-injury group (28 d.p.i.). To ensure a sufficient number of single cells, we pooled 10 Achilles tendons from 10 mice at the same time point as one sample for processing. Upon the euthanasia of mice, the mice were perfused with normal saline and tendons were dissected and placed in Dulbecco’s modified Eagle’s medium (low glucose; Thermo Fisher Scientific, USA) with 10% (vol/vol) fetal bovine serum (FBS, Gibco, USA) and 1% (vol/vol) penicillin-streptomycin (Thermo Fisher Scientific, USA). The specimens were rinsed twice with phosphate buffered saline (PBS) and minced, then subjected to pre-warmed dissociation solution (3 mg/mL Collagenase I (Gibco, USA) and 4 mg/mL Dispase II (Roche, Swiss) at 37°C, 5%CO_2_ cell incubator for 2 h. Every 30 min the tissues were gently blown by pipette. After digestion, 40-micron sterile strainers (Biosharp, China) were used to filter residue and the samples were centrifuged at 1,200 rpm for 5 min. To obtain single cell suspension, supernatant was discarded and 0.5mL PBS were added to resuspend the sediment. The cell viability and number were evaluated by Countstar cell counter (Countstar, China).

##### Sequencing and data processing

Single-cell suspensions (1×10^5^ cells/mL) with PBS were loaded onto microwell chip using the Singleron Matrix Single Cell Processing System. Barcoding beads collection, mRNA transcription, PCR amplification, fragmentation, ligation and library construction were conduct as per manufacture’s protocol (GEXSCOPE Single Cell RNA Library Kits, Singleron, China). Individual libraries were diluted to 4 nM, pooled, and sequenced on Illumina novaseq 6000 with 150 bp paired end reads. Quality control, read mapping, gene counts and unique molecular identifier (UMI) counts were processed as described in 2.3 by the celescope pipeline of singleronbio. Matrix files were generated based on gene counts and UMI count.

#### Transmission electron microscopy

Fresh tendon samples were meticulously dissected and immediately immersed in 2.5% glutaraldehyde (dissolved in 0.1M phosphate buffer) overnight and then underwent a series of through rinsing with phosphate buffer for 15 min per wash. Subsequently, the samples were subjected to a secondary fixation using 1% OsO4 (dissolved in 0.1M phosphate buffer), for 1 h. This was followed by a similar washing procedure to remove excess fixative.

After fixation, samples were systematically dehydrated in a gradient concentration of ethanol (30%,50%, 70% and 80%) for 15 min at each step, which was succeeded by further dehydration using a gradient concentration of acetone (90% and 95%) for 15 min each. Then, the samples were dehydrated twice by absolute acetone for 20 min respectively.

The specimen was infiltrated with mixture of absolute acetone and the final Spurr resin in a 1:1 ratio for 1h at room temperature, and then placed in mixture of absolute acetone and the final resin in a 1:3 ratio for 3 h. Subsequently, the specimen was transferred to pure Spurr resin overnight.

Finally, specimen was placed into eppendorf tubes containing Spurr resin and was heated at 70°C for 12 h. The hardened specimens were sectioned using LEICA EM UC7 ultramicrotome. The resulting sections were stained with uranyl acetate and alkaline lead citrate for 5 and 10 min, respectively. The ultrastructure of tendon was examined using a Hitachi Model H-7650 transmission electron microscope.

#### Microcomputed tomography

Microcomputed tomography (mCT, Bruker SkyScan 1276) with an energy of 55 kV peaks, an intensity of 145 mA, and a standard resolution of 5 mm was used to scan samples. After image reconstruction, region of interest around the injury region was selected by a rectangle with a fixed dimension. For 3D visualization, the reconstructed images were imported into CTVOX (Bruker).

#### Immunofluorescence

Mouse patellar tendon tissue slices were deparaffinized and hydrated. Then antigen retrieval was performed with sodium citrate antigen retrieval solution (Solarbio, China) at 60°C overnight. The next day slides were blocked with QuickBlock blocking buffer (Beyotime, China) for 30 min and treated with primary antibodies at 4°C overnight. After washed by PBST for 3 times, the slides were incubated with second antibodies at room temperature for 1 h and cell nuclei were stained with DAPI solution (Solarbio, China), which were later imaged with a fluorescence microscope (Leica S5, Germany). For co-staining, after incubation with second antibodies, slides were washed with PBST for 4 times, blocked again with blocking buffer and treated with another primary antibodies at 4°C overnight.

### Quantification and statistical analysis

All quantitative data were analyzed with the use of R software, version 4.2.2. Histological results were expressed as mean ± standard deviation (Mean ± SD). The Shapiro test was also used to test the normality of the histological scores of multiple groups of samples. Because the histological scores did not meet the normal distribution assumption, Mann-Whitney U tset was used for analysis. *p* < 0.05 was used as the threshold for statistical significance. Statistical plots were made using the R package "ggplot2".

# Supplementary material for: Dynamic changes of molecular pattern and cellular subpopulation in puncture-induced tendon injury model
**Source:** iScience. 2025 Feb 19;28(4):112034. doi: 10.1016/j.isci.2025.112034
**Supplement:** Document S1. Figures S1–S6 and Tables S1 and S2

## **Supplemental information**

### **Dynamic changes of molecular pattern and cellular subpopulation in puncture-induced tendon injury model**

**Zizhan Huang, Ziyang Li, Dengfeng Ruan, Yiwen Xu, Honglu Cai, Hengzhi Liu, Haocheng Jin, Peiwen He, Yang Fei, Jiayun Huang, Canlong Wang, Xiao Chen, Jia Jiang, and Weiliang Shen**

# Supplementary

**A**

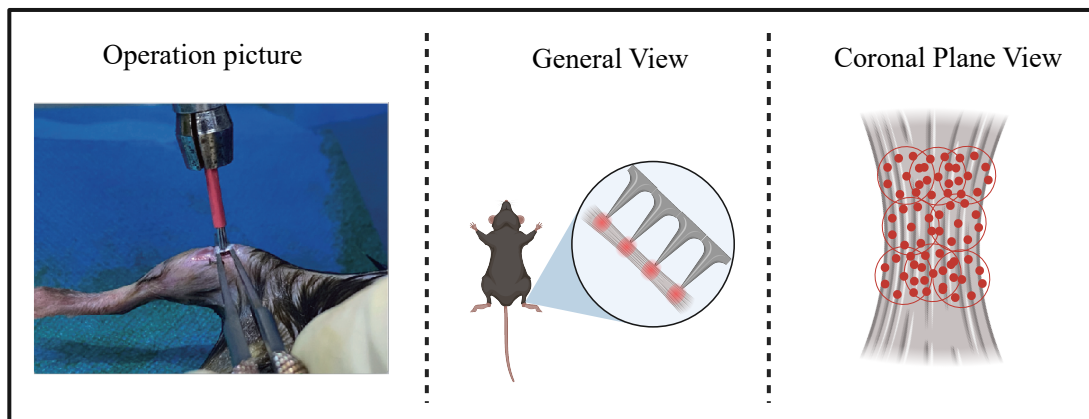

**B**

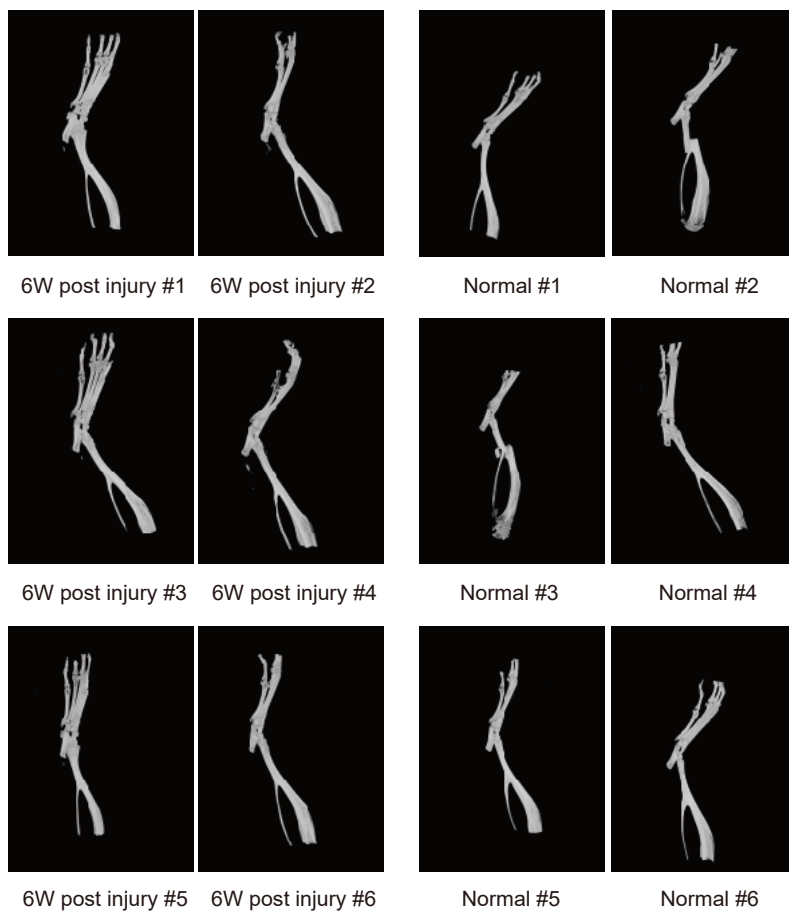

**C**

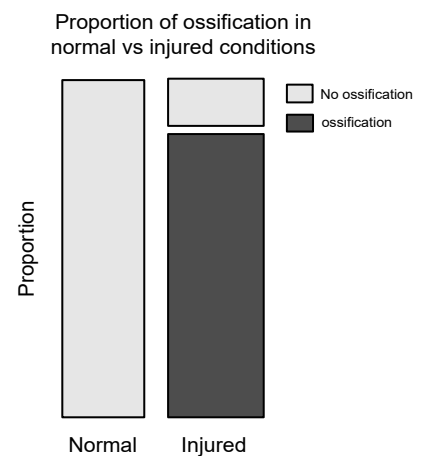

**Figure S1. Views of puncture-induced tendon injury model and the tendon calcification post injury, related to Results and Figure 1.**

(A) A schematic diagram demonstrating the details of puncture process.

(B) Micro CT reveals the existence of heterotopic ossification after 6 weeks of puncture-induced injury in Achilles tendon.

(C) The proportion of calcification level of normal and injured Achilles tendons.

A

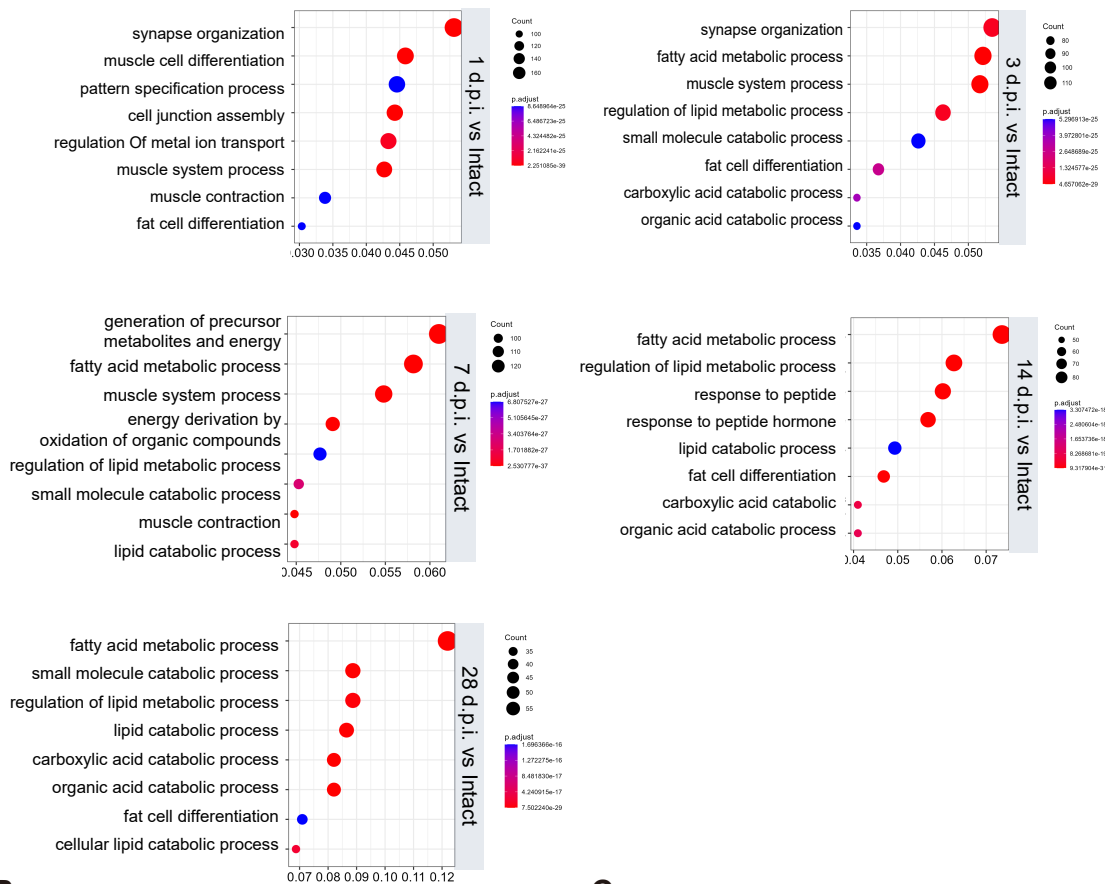

B

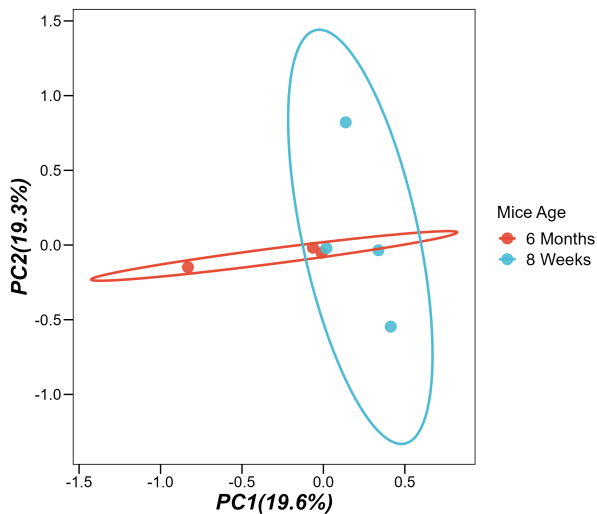

C

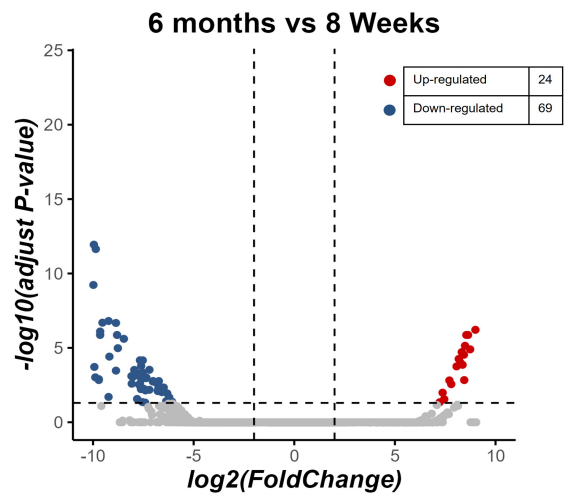

**Figure S2. GO enrichment of DEGs between injured and uninjured groups and the comparison between 6 months and 8 weeks mice tendon, related to Results and Figure 2.**

(A) Enrichment of down-regulated genes in Gene Ontology (GO) biological process terms obtained by pairwise comparisons between the injured and uninjured groups ( $\log_2\text{foldchange} \leq -1$ , adjusted p value  $< 0.05$ ). Top GO terms were determined based on the adjusted p value.

(B) Principal component analysis of RNA-seq result of 6 months old mice patellar tendon versus 8 weeks old mice patellar tendon shows overlap and neither PC1 nor PC2 could clearly separate the data.

(C) Volcano plot for differentially expressed genes between 6 months old mice patellar tendon and 8 weeks old mice patellar tendon ( $|\log_2\text{FoldChange}| \geq 1$ , adjusted p value  $< 0.05$ ). 24 genes were upregulated and 69 genes were downregulated, indicating their high transcriptional similarity.

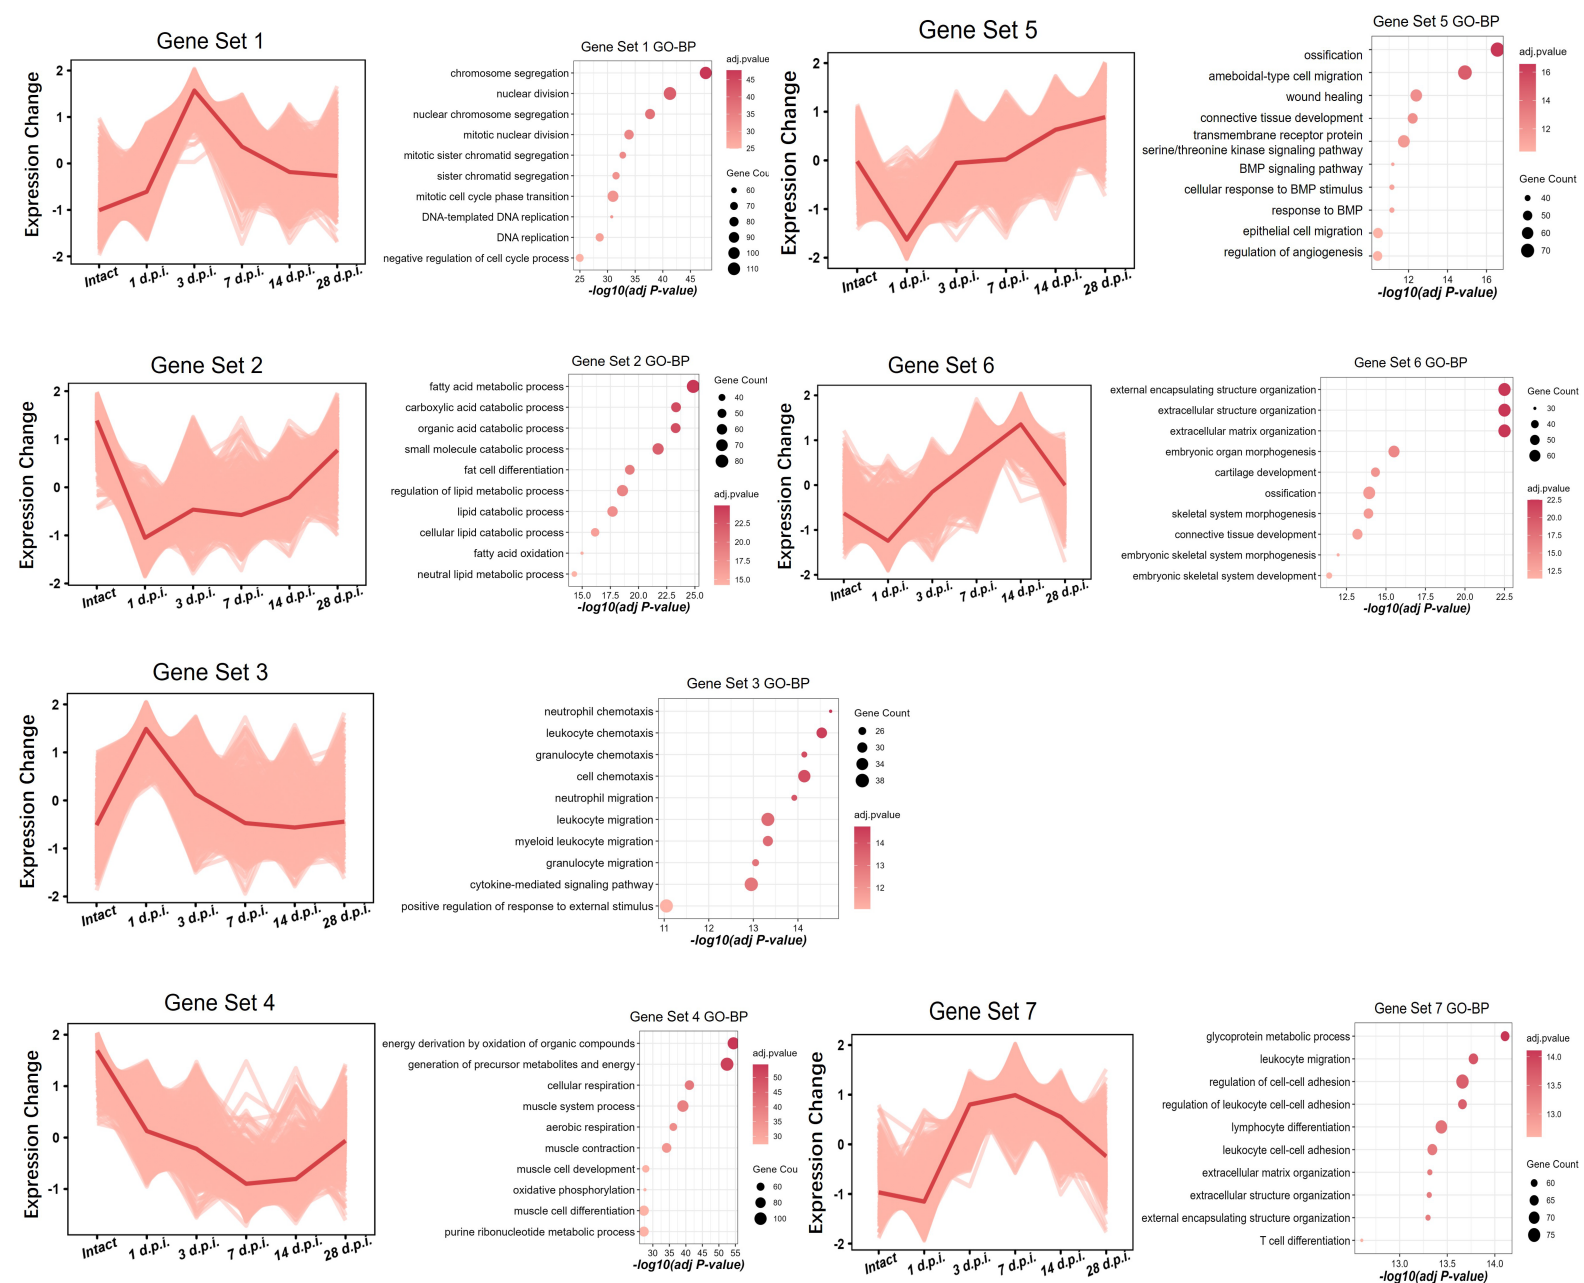

**Figure S3. The Mfuzz-clustered DEGs expression trends of female mice post tendon injury, related to Results and Figure 3.** The patellar tendon samples (n=3 or 4) of female mice show high similarity of transcriptomic dynamic compared to male mice after puncture-induced injury, where seven cluster of functionally different gene sets can be identified. Gene expression trends within each cluster were analyzed. Top GO terms were determined based on the adjusted p value.

**A** Clusters ordered based on number of genes and profiles ordered by significance (default)

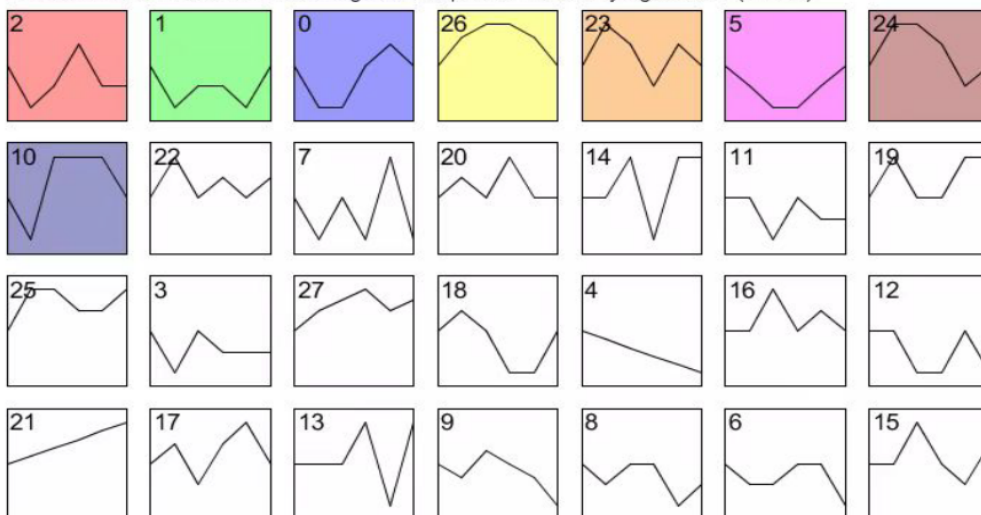

**B**

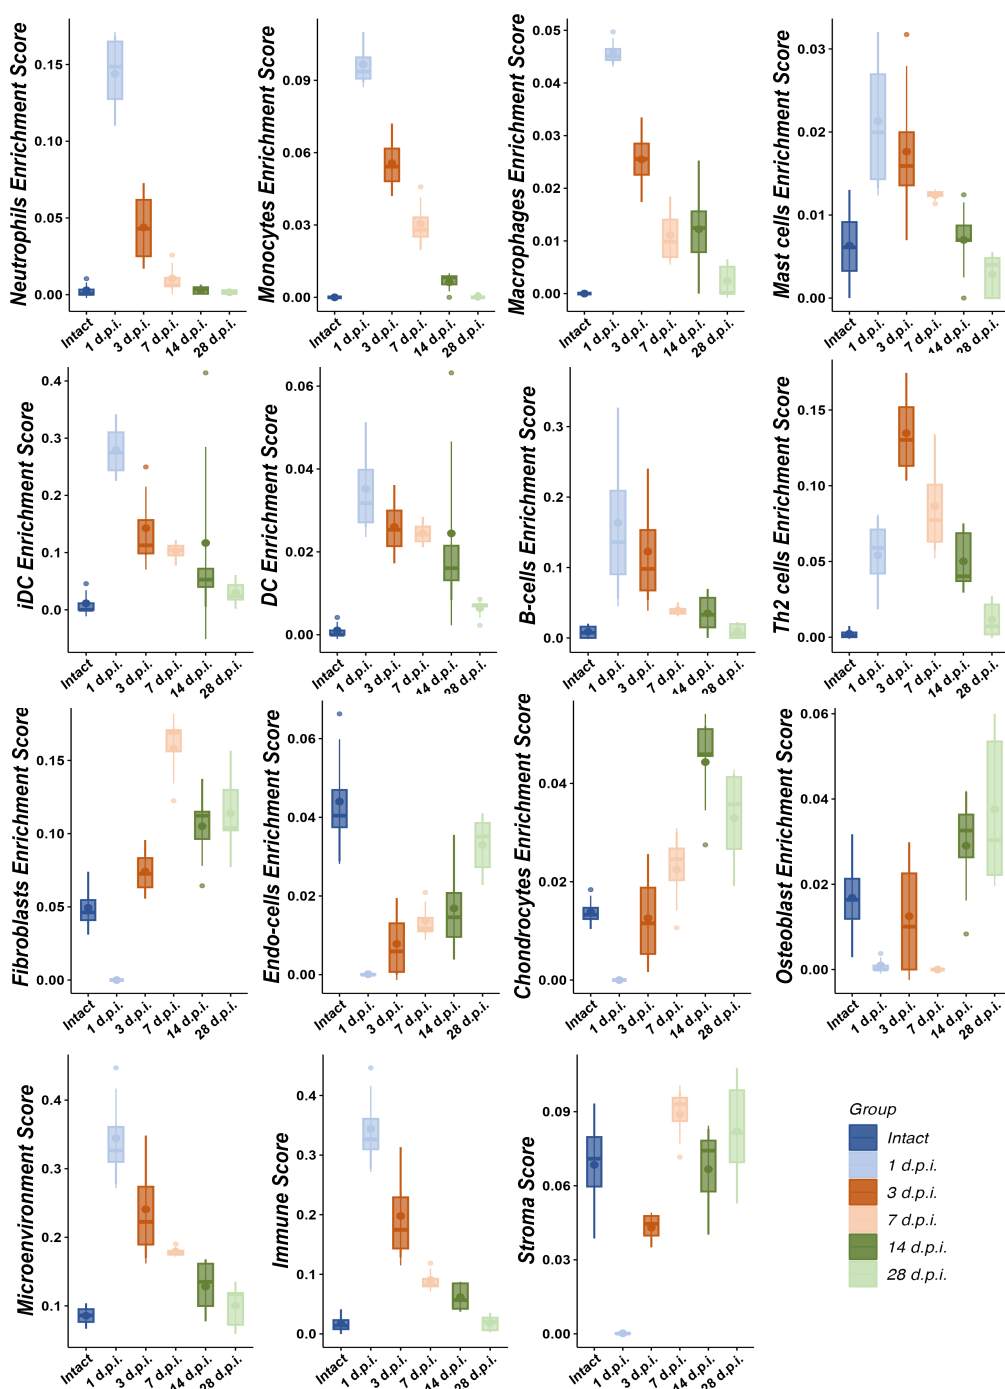

**Figure S4. STEM-based clustering and xCell result, related to Results and Figure 3.**

(A) Results of STEM clustering of differentially expressed genes for pairwise comparisons of different time after injury, profiles with colored background represent statistical differences. Red background corresponds to cluster 2, linked to transcription and translation. Green background corresponds to cluster 1, linked to metabolism. Light purple corresponds to cluster 0, linked to development and vascularization. Yellow background corresponds to cluster 26, linked to cell division and cell cycle. Orange background corresponds to cluster 23, linked to RNA processing. Pink background corresponds to cluster 5, linked to muscle development and differentiation. Brown background corresponds to cluster 24, linked to stress response, immunity, and inflammation. Dark purple background corresponds to cluster 10, linked to extracellular matrix.

(B) xCell deconvolution for immune infiltration analysis reveal relative immune cell proportion.

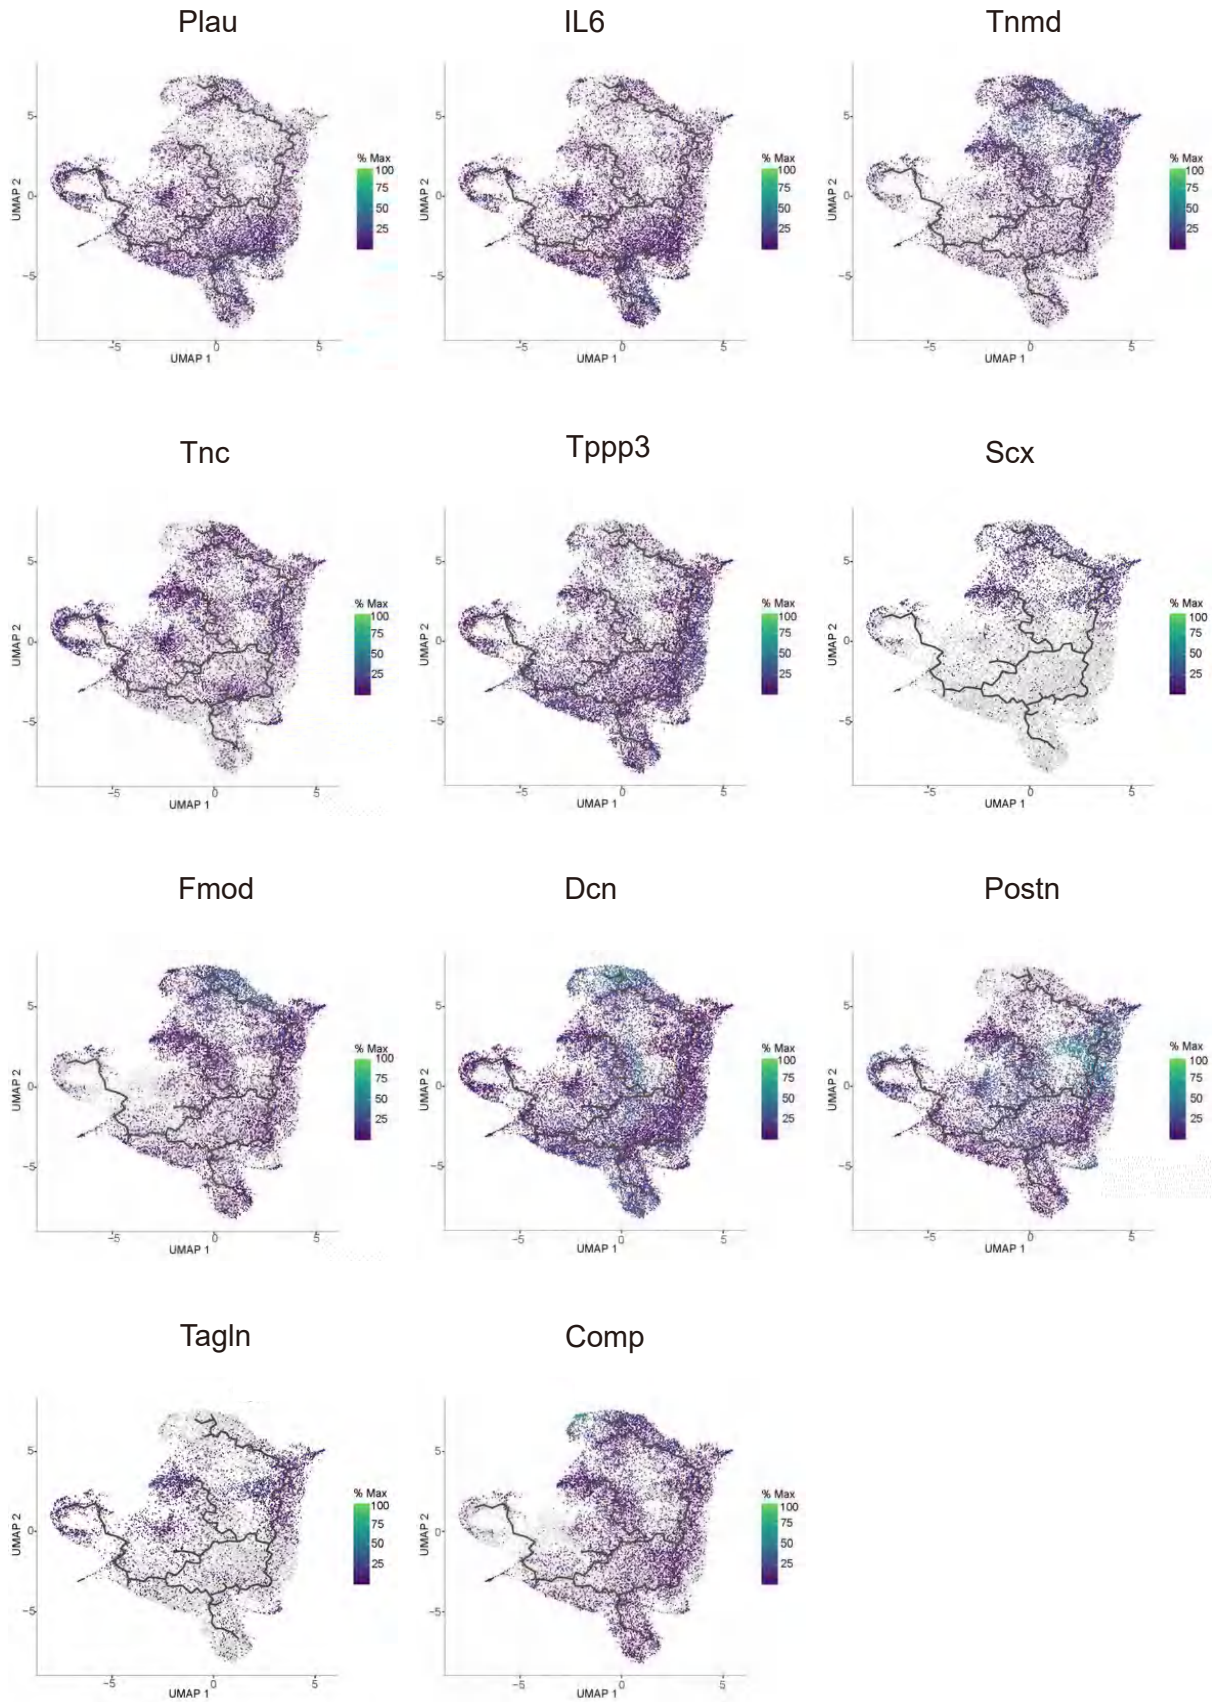

**Figure S5. Relative expression of genes of interest, including tendon-related genes on the pseudo-timeline for each cell state, related to Results and Figure 6. Tendon related genes show different distribution patterns.**

**A**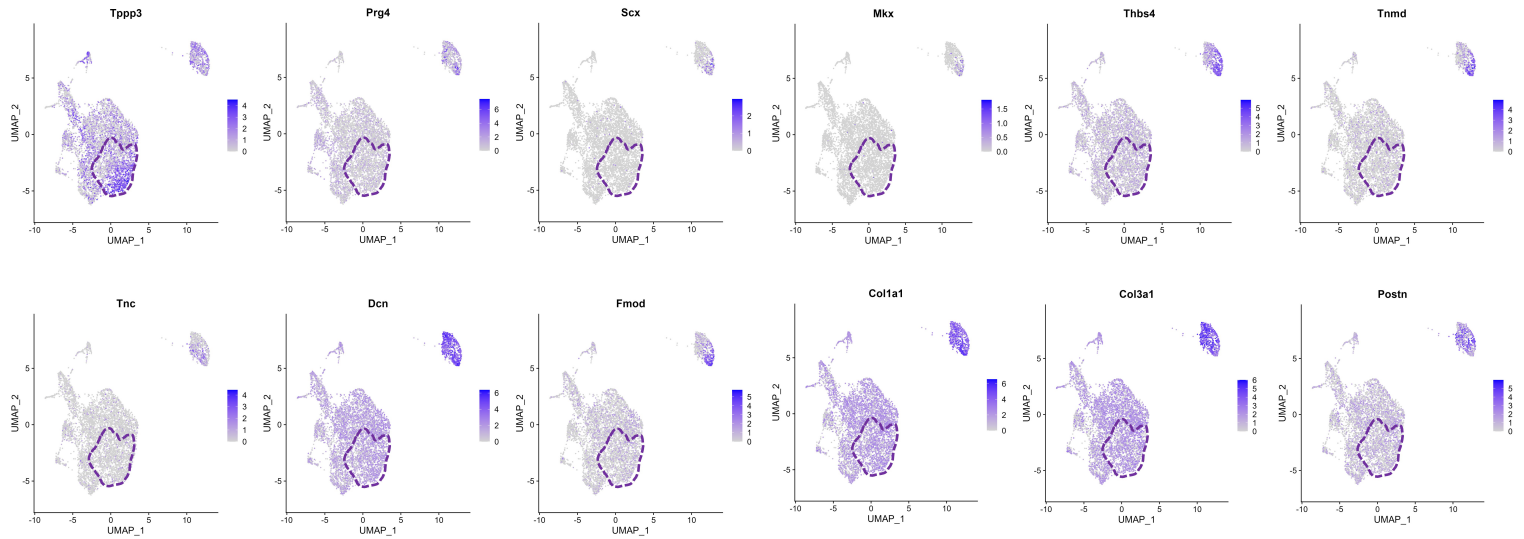**B**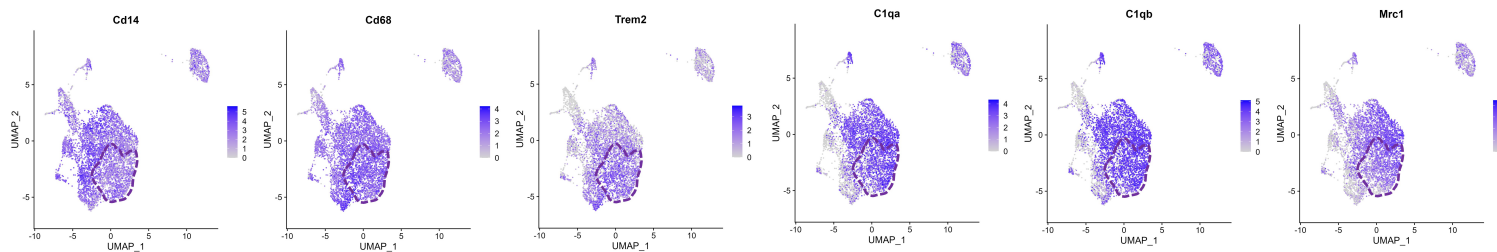**C**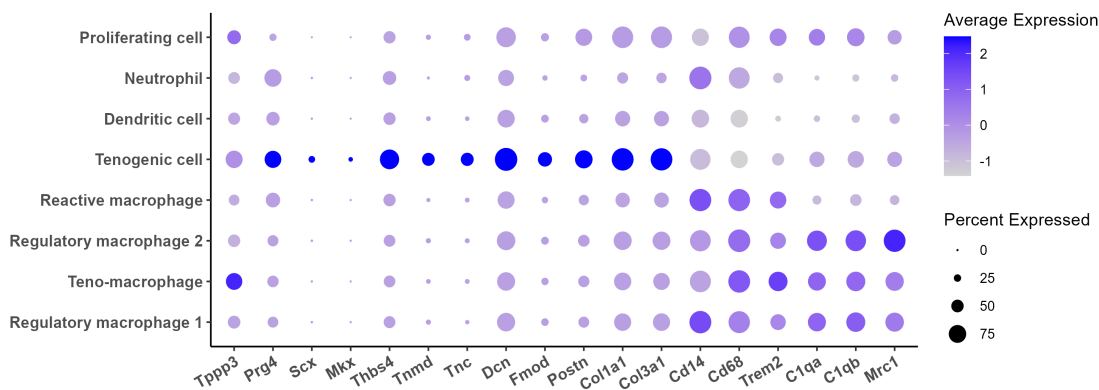

**Figure S6. Monocyte/macrophage and tenogenic markers expression level of subsets of myeloid cell population, related to Results and Figure 7.**

(A) The macrophage subpopulations show different expression of tendon-related genes, such as Tppp3, Scx, Thbs4. The tno-macrophage subpopulation was circled and exhibit high level of expression of Tppp3 compared to other markers.

(B) The macrophage subpopulations show relatively high expression of macrophage-related genes, such as Cd14, C1qa, C1qb. The tno-macrophage subpopulation was circled and exhibit high level of expression of Cd68, Trem2 and other macrophage markers.

(C) Bubble plot illustrating the expression of tendon or macrophage related marker genes of myeloid population. Darker colors indicate higher expression, and larger circles represent a higher percentage of cells expressing the gene.

| Score                                                                       | 0                         | 1                                | 2                                                              | 3                              |
|-----------------------------------------------------------------------------|---------------------------|----------------------------------|----------------------------------------------------------------|--------------------------------|
| Fiber structure                                                             | Continuous,<br>long fiber | Slight fracture                  | Moderate<br>fracture                                           | Severe<br>fracture             |
| Arrangement of<br>fibers                                                    | Close and<br>parallel     | Slightly loose<br>and undulating | Secondary<br>osteoporosis<br>and waved,<br>cross each<br>other | No<br>recognizable<br>features |
| Degree of nuclear<br>roundness                                              | Long<br>spindle<br>shape  | Slightly<br>rounded              | Medium<br>rounded                                              | Severely<br>rounded            |
| Degree of<br>inflammation<br>(area of<br>inflammatory cell<br>infiltration) | < 10%                     | 10% - 20%                        | 20% - 30%                                                      | > 30%                          |
| Blood vessels<br>(angiogenesis<br>infiltration area)                        | < 10%                     | 10% - 20%                        | 20% - 30%                                                      | > 30%                          |
| Cell density                                                                | Normal                    | Slight increase                  | Moderate<br>increase                                           | Severe<br>increase             |

**Table S1. Movin's modified histological scores for tendon, related to Methods Details and Figure 1.**

| Mesenchymal Cell | Myeloid Cell | Vascular endothelial cell | Pericyte | Lymphatic endothelial cell | Nerve cell |
|------------------|--------------|---------------------------|----------|----------------------------|------------|
| Clec3b           | Lyz2         | Fabp4                     | Des      | Porx1                      | Cadm1      |
| Dpt              | Cd74         | Pecam1                    | Acta2    | Lyve1                      | Cnp        |
| Pdgfra           | Cd68         | Cdh5                      | Itga7    | Cd24a                      | Lgi4       |
| Mki67            | Ccl4         | Adgrf5                    | Ttn      | Id1                        | Cpe        |
| Fmod             | C1qc         | Cav1                      | Pdgfa    | Fgl2                       | Klf5       |
| Comp             | Mrc1         | Flt1                      | Ing2     | Cavin2                     | Plp1       |
| Cilp2            | Cd14         | Ptprb                     | cd146    | Cldn5                      | Cryab      |
| Myoc             | Fcer1g       | Selp                      | Purb     | Lcn2                       | Cadm4      |
| Tnmd             | Arg1         | Egfl7                     | Vcam1    | Clca3a1                    | Lypd2      |
| Prg4             | Spp1         | Cavin2                    | Pcm1     | Lrg1                       | Itgb4      |

**Table S2. Representative markers for identifying different cell populationos, related to Results and Figure 4.**

How the deposited data were processed for this re-analysis (not part of the article)

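Bulk RNA-seq was analysed for 26 samples of the puncture time course and for 3 intact samples from six-month-old mice, where each time-course sample was a pool of 4 patellar tendons from 4 mice. For the time course, the authors deposited raw counts per Ensembl gene, made by trimming, STAR alignment to GRCm39 and featureCounts, with no normalization. For the six-month-old samples, the authors deposited raw counts per Ensembl gene from featureCounts 2.0.3 on the release 97 annotation of GRCm38, per the file headers, with duplicate reads ignored. These tables also hold the summed exon length of each gene in bases.

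The time-course table holds 55414 genes and each six-month-old table 55573 genes, with 52225 in both. Gene symbols came from GENCODE M39, which has 54749 of the time-course genes and 51568 of the six-month-old genes. Totals per sample ranged from 8895910 to 13982816 counts in the time course, so that a gene at 1 CPM rests on 9 to 14 counts. Samples were grouped by the time point in their titles, and the sample whose title and treatment field disagree was kept at 7 d.p.i.

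Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filterByExpr filter (minimum count 10, minimum total 15) and robust quasi-likelihood tests. The comparisons were each injured group with the intact group, each pair of adjacent time points, and six-month-old with 8-week-old tendons. Genes passed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. TPM was computed from the exon lengths of the six-month-old tables, with a pseudocount of 1 before the log2 for PCA and marker lists. The fuzzy clustering used e1071 1.7.16, and list tests used Fisher's exact test with camera and fry of limma 3.58.1 beside it. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Marker lists and PC1 positions were compared by exact permutation tests, two-sided, and correlations by 100000 permutations.

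The 12 process lists are leukocyte migration, leukocyte proliferation, lipid metabolism, muscle contraction, extracellular matrix organization, ossification, negative immune regulation, response to peptide hormone, cell division, limb morphogenesis, interferon response, and interleukin-1 and NF-κB. The 15 marker lists cover 7 immune cell types, endothelial cells, fibroblasts, tenocytes, adipocytes, skeletal muscle, cartilage and bone, red blood cells, and sex-linked genes. The genes named in the text are those the paper names for the bulk data, the genes of these lists, Tgfb1 to Tgfb3, and for each comparison and direction the 5 genes with the smallest adjusted p among those past the thresholds whose samples do not overlap between the groups.

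The lists, the comparisons, the named-gene rule and the alternatives were set before the data were examined, apart from the additions named as such. The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, a fit of only the groups compared, the replicate number as a block, an absolute log2 fold change of at least 2, the sample with conflicting labels taken as 14 d.p.i., and each sample left out in turn. For PCA, clustering and marker lists, the scaling, the pseudocount, the gene selection and the measure were varied. Added after the data had been seen were DESeq2 on only the groups compared, at either fold-change threshold, and gene lengths from GENCODE M39.

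The steps were tested on simulated data. Of 200 genes changed by a factor of 4 in counts simulated from the samples, edgeR recovered 154 in the comparison of 1 d.p.i. with the intact group, with 5 false calls, and 159 in that of 28 d.p.i., with 1 false call. In the comparison of ages it recovered 159 of 200, with 10 false calls, and DESeq2 recovered 173 at 1 d.p.i. with 29 false calls. The changed genes in these simulations were few beside the 5783 that passed at 1 d.p.i., were raised and lowered in equal numbers, and left out weakly expressed genes. Each gene had the same dispersion in all groups, so these rates may not carry over to the real comparisons. The clustering put 99.89% of 3500 simulated genes back in their trend. Those genes were made from the same trends that name the clusters, with added noise, so a high share was built in.

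GO annotation, xCell, STEM and Mfuzz were not available, so lists of genes, marker means and rebuilt procedures stand in their place. Single-cell data, histology and female mice have no table among the deposited bulk counts and were left out.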

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

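The tests on a wrong label, a smaller library, red blood cells, carried-over blood, dilution and carried-over muscle were all chosen only after these results were seen. Of 108 groups of samples examined, 18 measures in 6 groups, 3 held a sample far from the others, where chance alone gives 1 in 20.

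Neutrophil markers in Intact replicate 3 had a mean log2(TPM + 1) of 3.173, against 5.655 to 6.11 in the other intact samples. A smaller library is argued against, since its total of 11066527 counts is the highest of the intact group. In 7 d.p.i. replicate 2 the same markers were at 5.85, against 3.61 to 3.879. The mean correlation of 7 d.p.i. replicate 2 was 0.901 with the 3 d.p.i. samples and 0.949 with the other 7 d.p.i. samples. These means cannot decide whether it is a 3 d.p.i. sample with a wrong label, because 3 d.p.i. replicate 3 shows a like pattern. That sample correlated at 0.921 to 0.937 with the 7 d.p.i. samples and at 0.877 to 0.953 with the other 3 d.p.i. samples. The correlations of 7 d.p.i. replicate 2 with the other 7 d.p.i. samples ran from 0.939 to 0.959. Within groups, neutrophil markers rose with red blood cell markers, with r = 0.714 (permutation p = 0.00044, adjusted p = 0.00117 over 8 relations) and rho = 0.722 (permutation p = 0.00128, adjusted p = 0.00341), and r = 0.646 without the 2 farthest of 26 samples. Blood carried over in varying amounts may therefore account for part of this spread. A difference in inflammation between pools was not tested.

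Red blood cell markers in 28 d.p.i. replicate 4 were at 5.962, against 8.045 to 8.758 in the other samples of the group. A smaller library is argued against by its total of 13982816 counts, the highest of the 26 samples. Less blood in this pool and a difference between mice stay open.

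Red blood cell markers, which the paper does not report on, were 3.235 higher at 1 d.p.i. than in the intact group on the log2 scale (exact permutation p = 0.0286, adjusted p = 0.065), with all 4 samples, at 8.661 to 10.2, above the highest intact sample at 7.9. All 6 listed genes were higher, as red blood cells in the sample would give, and the mean TPM of Hba-a1 was 20920 against 2511 and that of Hbb-bs 11130 against 695.8. Bleeding at the puncture and blood carried over at dissection cannot be told apart, because the markers ranged over 7.765 within the 3 d.p.i. group.

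Fibroblast markers were lower at 1 d.p.i. than in the intact group in all 4 samples, at -1.982, and higher at 14 d.p.i. in all 5, at 1.311. The difference between these groups was 3.293. Tenocyte markers were at -1.701 at 3 d.p.i. and 1.656 at 14 d.p.i., a difference of 3.357. In both pairs the earlier samples all lay below every intact sample, and the 14 d.p.i. samples all lay above. The exact permutation p of 0.00794 for each pair, the smallest that 5 samples against 4 allow, follows from this separation. It therefore adds no evidence of its own. Dilution by RNA of leukocytes may account for the fall of fibroblast markers at 1 d.p.i., since endothelial markers fell about as much, at a difference of -0.291 from fibroblast markers, and tenocyte markers were at -2.402. It is argued against as the whole cause for adipocyte markers, which fell further than fibroblast markers, at a difference of -3.091. A loss of fibroblasts at 1 d.p.i. was not tested. A lower leukocyte share at 14 d.p.i. than in the intact group is argued against as well, since macrophage markers were 1.968 higher there. Less skeletal muscle carried over would raise the markers of all other cells alike, apart from cells that muscle tissue itself brings. At 14 d.p.i., fibroblast and tenocyte markers moved apart from endothelial markers, which were at -0.848, by 2.159 and 2.504, beyond the summed SD of 1.826 and 2.085. This gap cannot decide on muscle as the whole cause of the rise, since muscle tissue also brings endothelial cells, whose markers would then fall with it. The correlation of fibroblast with skeletal muscle markers within groups was -0.124 (permutation p = 0.491, adjusted p = 0.655), with rho = -0.044 (permutation p = 0.83, adjusted p = 0.9) and r = -0.094 without the 2 farthest samples. Growth of fibroblasts and tenocytes after injury, or a change in their expression, stays open and was not tested.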

How the results depend on the processing

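Chosen only after the results were seen were DESeq2 on only the 2 groups compared, at an absolute log2 fold change of at least 1 or at least 2, the genes it called for the clustering, and GENCODE M39 gene lengths. Of 69 results, 38 kept their side of the threshold, their value within its spread or their count within 1.5 times under each alternative tried, 31 changed under at least 1 alternative, and 0 changed direction while past the threshold. Among those not past it, dendritic cell markers at 1 d.p.i. went from 0.237 to -0.112 with the median over the list, and T cell markers from -0.007 to 0.139 without 1 d.p.i. replicate 2. Which of the upregulated and downregulated counts was the larger is not among these results. It changed under at least 1 alternative in each comparison except 28 d.p.i. against the intact group, 7 against 3 d.p.i. and the comparison of ages. Of the 21 list results with a test, 18 kept their side of the threshold. RLE size factors moved no count of genes by over 1.5 times. Where no reason is given, the cause was not tested.

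A stricter fold-change threshold of at least 2 lowers counts by construction. It left 1249 up and 2182 down at 1 d.p.i., 962 up and 823 down at 3 d.p.i., 655 up and 609 down at 7 d.p.i., 494 up and 546 down at 14 d.p.i., 85 up and 21 down at 28 d.p.i., 482 up and 182 down for 3 against 1 d.p.i., 123 up and 98 down for 7 against 3 d.p.i., 157 up and 156 down for 14 against 7 d.p.i., 275 up and 124 down for 28 against 14 d.p.i. and 2034 up and 994 down for the comparison of ages.

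With DESeq2 in place of edgeR, the counts outside 1.5 times were 420 up and 199 down at 28 d.p.i., 739 up for 7 against 3 d.p.i., 892 down for 14 against 7 d.p.i. and 1117 up for 28 against 14 d.p.i. A fit of only the 2 groups compared gave 2245 down at 1 d.p.i., 1945 down at 7 d.p.i., 273 down at 28 d.p.i., 409 up for 3 against 1 d.p.i. and 904 up and 706 down for 7 against 3 d.p.i. With the replicate number as a block, 62 down at 28 d.p.i., and with no filter on low counts, 243 down for 7 against 3 d.p.i. With 7 d.p.i. replicate 4 taken as 14 d.p.i., there were 792 down at 7 d.p.i., 200 up and 78 down for 7 against 3 d.p.i. and 0 up and 0 down for 14 against 7 d.p.i., while 2702 of 17258 genes had an unadjusted p under 0.05 in this last comparison.

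Among the settings added later, DESeq2 on only the 2 groups compared gave 2496 down at 3 d.p.i., 2412 down at 7 d.p.i., 591 up and 500 down at 28 d.p.i., 1234 up and 948 down for 7 against 3 d.p.i. and 1140 up for 28 against 14 d.p.i. At an absolute log2 fold change of at least 2 it gave 1319 up at 1 d.p.i., 1137 up at 3 d.p.i., 472 up and 714 down at 14 d.p.i., 154 down at 28 d.p.i., 312 up and 303 down for 3 against 1 d.p.i., 243 down for 7 against 3 d.p.i., 262 up and 218 down for 14 against 7 d.p.i. and 190 down for 28 against 14 d.p.i.

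Across the 8 fits that each left out one replicate, from 820 to 1104 genes were downregulated at 7 d.p.i., with 820 without 7 d.p.i. replicate 3. The count of downregulated genes at 28 d.p.i. ran from 58 to 118 over 9 such fits, with 64 without 28 d.p.i. replicate 2, 63 without 28 d.p.i. replicate 3, 58 without 28 d.p.i. replicate 5. From 804 to 1759 genes were upregulated for 3 against 1 d.p.i. over 8 such fits, with 1759 without 1 d.p.i. replicate 1. Across the 8 fits that each left out one replicate, from 362 to 702 genes were downregulated for 3 against 1 d.p.i., with 362 without 1 d.p.i. replicate 2. The count of upregulated genes for 7 against 3 d.p.i. ran from 236 to 621 over 8 such fits, with 236 without 3 d.p.i. replicate 4, 296 without 7 d.p.i. replicate 1, 267 without 7 d.p.i. replicate 4. From 126 to 615 genes were downregulated for 7 against 3 d.p.i. over 8 such fits, with 245 without 3 d.p.i. replicate 1, 184 without 3 d.p.i. replicate 2, 126 without 3 d.p.i. replicate 4, 139 without 7 d.p.i. replicate 1, 167 without 7 d.p.i. replicate 3, 132 without 7 d.p.i. replicate 4. Across the 9 fits that each left out one replicate, from 475 to 968 genes were upregulated for 14 against 7 d.p.i., with 479 without 7 d.p.i. replicate 1, 500 without 7 d.p.i. replicate 2, 475 without 7 d.p.i. replicate 4, 507 without 14 d.p.i. replicate 3. The count of downregulated genes for 14 against 7 d.p.i. ran from 328 to 1040 over 9 such fits, with 373 without 7 d.p.i. replicate 4, 367 without 14 d.p.i. replicate 3, 1040 without 14 d.p.i. replicate 4, 328 without 14 d.p.i. replicate 5. From 415 to 1030 genes were upregulated for 28 against 14 d.p.i. over 10 such fits, with 415 without 14 d.p.i. replicate 5, 418 without 28 d.p.i. replicate 2.

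Of the list results, muscle contraction at 7 d.p.i. had 12 downregulated genes with DESeq2 (adjusted p = 1.91e-08) and from 0 to 11 over the 8 fits that each left out one replicate, with 11 without 7 d.p.i. replicate 1 (adjusted p = 2.98e-09). Its adjusted p ranged from 1.91e-08 to 1 over the 7 alternatives. Extracellular matrix organization at 28 d.p.i. had 2 genes in a fit of only the 2 groups compared (adjusted p = 0.181) and 1 with the replicate number as a block (adjusted p = 0.502). Its adjusted p ranged from 3.19e-09 to 0.502 over the 7 alternatives. Leaving out one replicate gave from 1 to 8 genes, and the adjusted p was above the threshold without Intact replicate 2 (0.0839), Intact replicate 4 (0.478), 28 d.p.i. replicate 3 (0.59), 28 d.p.i. replicate 4 (0.0636) and 28 d.p.i. replicate 5 (0.499). Interferon response at 7 d.p.i. had 5 genes with the replicate number as a block (adjusted p = 0.0484), and its adjusted p ranged from 0.0484 to 1 over the 7 alternatives. It had from 1 to 7 genes with one replicate left out, with 7 without Intact replicate 1 (adjusted p = 0.00207).

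Each gene set is the cluster that best follows the paper's trend, so that an unchanged peak is in part fixed by this choice. Some peaks changed nonetheless. Set 1 peaked at day 1 with all 15 pairs of groups and with the adjusted p alone. Set 4 peaked at day 28 with all 15 pairs, with the genes of DESeq2 on only the 2 groups compared, and in 7 of the 26 fits that each left out one replicate, so that its peak ran from day 0 to day 28: these were without Intact replicate 4, 1 d.p.i. replicate 4, 7 d.p.i. replicate 1, 14 d.p.i. replicate 4 and 28 d.p.i. replicates 1, 4 and 5. Set 5 peaked at day 0 with log2(TPM + 1), at day 14 with GENCODE M39 lengths, and from day 7 to day 14 with one replicate left out, at day 14 without 14 d.p.i. replicate 2, 28 d.p.i. replicate 2 or 28 d.p.i. replicate 3. Set 6 peaked at day 1 with log2(TPM + 1). Set 7 peaked at day 3 with all 15 pairs and with the adjusted p alone. With 50 model profiles, 12 were significant.

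On PC1, the 7 d.p.i. group lay 11.59% from the intact group with TPM without the log and 7.079% with a pseudocount of 0.1 (exact permutation p = 0.0571 for both). Over the 26 fits that each left out one replicate it lay from 9.039% to 20.547% away, with 11.713%, 9.039%, 10.896% and 10.15% without Intact replicate 1, 2, 3 or 4 (exact permutation p = 0.0571 for each). The 3 d.p.i. group lay from 38.389% to 58.257% away, with 43.077% without Intact replicate 2 (exact permutation p = 0.0571). In the fits without an intact sample the test has fewer splits, so their p alone does not show an overlap of samples.

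For the single genes followed under the alternatives, 20 of 874 values changed their call: 17 weaker, 3 stronger and 0 reversed. Cthrc1 at 28 d.p.i. had an adjusted p of 0.0579 in a fit of only the 2 groups compared. With 4 or 5 pools per group, an exact permutation p cannot be smaller than 0.0286 or 0.00794, which limits the marker and PC1 results after adjustment.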

Differences from the paper's values

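DESeq2 on only the 2 groups compared was chosen only after the values were seen. The paper reports 1,319 downregulated genes at 1 d.p.i., against 3455 here, and none of the alternatives set before the data were examined brought the values within 1.5 times. For 28 d.p.i., the paper reports 154 upregulated genes against 276, and the replicate number as a block gave 195, within 1.5 times, as did leaving out any 1 of Intact replicates 1 to 4 (222, 226, 203 and 190) or 28 d.p.i. replicate 4 or 5 (196 and 185), while the other alternatives did not. The paper reports 189 downregulated genes at 28 d.p.i. against 102, and DESeq2 gave 199 and a fit of only the 2 groups compared 273, within 1.5 times, while the others did not. With the directions exchanged, the paper's 1,319 genes at 1 d.p.i. stand against 1319 upregulated genes, beside 2379 downregulated ones, and its 154 and 189 genes at 28 d.p.i. against 154 downregulated and 189 upregulated genes, in DESeq2 on only the 2 groups compared at an absolute log2 fold change of at least 2, a setting chosen after seeing the values. The number of genes in the temporal clustering, 7944 here, was within 1.5 times the paper's, and DESeq2 on only the 2 groups compared at a threshold of at least 1 over 9 comparisons, 1 of 9 combinations tried after seeing the values, gave 9896.

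For age, the paper reports 24 upregulated and 69 downregulated genes, against 3352 and 2475 here. In the deposited tables age and the way of counting change together, so the counts here are not counts of age differences alone. None of the alternatives set before the data were examined closed either gap.

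All values of Fig. 2C were read after the counts at 1 and 28 d.p.i. of DESeq2 on only the 2 groups compared had been seen. Fig. 2C, read by eye, shows about 1300 upregulated genes at 1 d.p.i. in the paper, against 2328, and a threshold of at least 2 gave 1249 while the other alternatives stayed apart. At 3 d.p.i. the paper's Fig. 2C shows about 1100 upregulated genes, read by eye, against 1800. A threshold of at least 2 gave 962, and leaving out Intact replicate 2 or 4 or 3 d.p.i. replicate 2 or 4 gave 1608, 1547, 1533 and 1633, all within 1.5 times, which the others were not. At 14 d.p.i. it shows about 480 upregulated genes in the paper against 1330, and a threshold of at least 2 gave 494 while the others stayed apart. It shows about 720 downregulated genes at 14 d.p.i. in the paper against 1126. No filter gave 1054, only the 2 groups 803, the replicate block 837, a threshold of at least 2 gave 546 and 7 d.p.i. replicate 4 taken as 14 d.p.i. 968. Leaving out Intact replicate 1, 2, 3 or 4 gave 1048, 930, 1033 and 808, and 14 d.p.i. replicate 1 or 5 gave 931 and 885, all within 1.5 times, while the others were not.

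For 3 against 1 d.p.i., the paper's Fig. 2C shows about 310 upregulated genes, read by eye, against 1095, and only the 2 groups compared gave 409, within 1.5 times, while the others did not. It shows about 300 downregulated genes in the paper against 544, and only leaving out 1 d.p.i. replicate 2 or 3 (362 and 434) or 3 d.p.i. replicate 3 (411) came within 1.5 times. For 14 against 7 d.p.i. it shows about 280 upregulated genes in the paper against 768, which none of the alternatives set before the data were examined reached. It shows about 230 downregulated genes in the paper against 572, and a threshold of at least 2 gave 156 and leaving out 14 d.p.i. replicate 5 gave 328, within 1.5 times, while the others did not. For 28 against 14 d.p.i. it shows about 200 downregulated genes in the paper against 674, which none of the alternatives set before the data were examined reached. DESeq2 on only the 2 groups compared at a threshold of at least 2, chosen after seeing the values, gave 1137 upregulated genes at 3 d.p.i., 472 and 714 up and down at 14 d.p.i., 312 and 303 for 3 against 1 d.p.i., 262 and 218 for 14 against 7 d.p.i. and 190 downregulated genes for 28 against 14 d.p.i.

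In Fig. 2B, read by eye, the paper shows about 15% of the variance on PC1 and about 10% on PC2, against 27.81% and 18.74%. Every gene with a count in place of the filtered genes gave 17.31% and 12.91%, within 1.5 times, while the other alternatives did not.

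The paper states more upregulated than downregulated genes at 1 d.p.i., where 2328 were upregulated and 3455 downregulated here. A fit of only the 2 groups compared gave 2262 and 2245, and DESeq2 on only the 2 groups compared, chosen after seeing the values, gave 2385 and 3589. The paper's Fig. 2C, read by eye only after the counts of DESeq2 on only the 2 groups compared at a threshold of at least 2 had been seen, and so not independent of them, shows the opposite direction to its text, with about 1300 upregulated and about 2400 downregulated genes at 1 d.p.i. and about 200 and about 150 at 28 d.p.i. It lists ossification among processes upregulated at 28 d.p.i., where 1 of 20 listed genes passed (Fisher's exact test, adjusted p = 0.68). It lists muscle contraction as downregulated at 7 d.p.i., where 1 of 18 genes passed (Fisher's exact test, adjusted p = 1), while 12 passed with DESeq2 and 11 without 7 d.p.i. replicate 1, and the list as a set was lower under limma's fry (adjusted p = 0.00812) but not under camera (adjusted p = 0.234). It proposes that tendons may sustain inflammation through interferon signaling at 1, 3 and 7 d.p.i. At 7 d.p.i., 3 of 20 interferon response genes passed (Fisher's exact test, adjusted p = 0.54), while 5 passed with the replicate block and 7 without Intact replicate 1. The paper also assigns processes and changes to its gene sets. It assigns limb morphogenesis to gene set 5, where 5 of 15 clustered genes fell (Fisher's exact test, adjusted p = 0.312), with 7 in gene set 4 (adjusted p = 0.0155). It places the largest change of gene set 5 at 7 d.p.i., where the change from the intact group was 0.34, against -1.91 at 1 d.p.i. It describes the tendons of both ages as similar, where correlations were 0.644 to 0.677 between ages and 0.899 to 0.943 within them, with the same limit that each age has its own kind of table.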

Other observations

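Chosen only after the results were seen were the tests on what sets the number of genes with a count, on PC1, on 14 against 7 d.p.i. with that number as a covariate, on the label of 7 d.p.i. replicate 4, on carried-over muscle, cartilage and bone, on processed pseudogenes and on the remaining difference in how the tables of the ages were made.

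Other splits of the samples into groups of the same sizes were counted in fits of those samples alone. In each of the comparisons of 1, 3 and 7 d.p.i. with the intact group, of 3 with 1 d.p.i. and of 7 with 3 d.p.i., 1 of 35 splits, the real one, gave as many genes past the thresholds: 4507, 3743, 3644, 916 and 1610 genes. In those of 14 and 28 d.p.i. with the intact group, of 14 with 7 d.p.i. and of 28 with 14 d.p.i., it was 1 of 100 splits drawn, with 1788, 589, 1137 and 1192 genes. The highest count of another split was 394 for 28 d.p.i. against the intact group and 902 for 14 against 7 d.p.i. Between ages it was 1 of 35 splits, with 5827 genes.

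The number of genes with a count varied between samples, with group means from 17118 at 14 d.p.i. to 20894 at 28 d.p.i. The total count of the library is argued against as its cause by a rank correlation of 0.026 (permutation p = 0.9, adjusted p = 0.9; r = 0.079, p = 0.695, adjusted p = 0.695, and -0.309 without the 2 farthest samples). A few genes taking most of the counts are argued against by one of 0.071 (permutation p = 0.727, adjusted p = 0.9; r = 0.092, p = 0.652, adjusted p = 0.695, and 0.179 without the 2 farthest samples). Within groups these relations had r = 0.199 and -0.176 (permutation p = 0.268 and 0.422). The position on PC1 fell with the number of genes with a count within groups, at r = -0.876, so that a lower yield of transcripts in some pools may account for this spread. With the slope of each gene on that number removed, 14 d.p.i. lay 27.652% and 7 d.p.i. 35.829% from the intact group, so the larger distance of 14 d.p.i. may come from the same source. On the same adjusted axis, 1 d.p.i. lay 84.621% away with an SD of 5.897%, so its separation from the intact group remained. Each axis is scaled to its own range, so whether the distance itself became smaller cannot be told. With the number as a covariate, 3309 genes were downregulated at 1 d.p.i. and 2229 upregulated, which argues against it as the cause of the excess of downregulated genes. Between 14 and 7 d.p.i., 212 genes passed with the covariate against 1340 without it, and a technical and a biological difference cannot be told apart, because the number itself differs between these groups, at 12804 to 20471 and 20407 to 21249. The covariate lowered the count between 28 and 14 d.p.i. as well, from 1370 to 364 genes, 196 upregulated and 168 downregulated, and that between 14 d.p.i. and the intact group from 2456 to 1756. A biological difference in the tissue was not tested.

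For 7 d.p.i. replicate 4, the mean correlation was 0.868 with the 14 d.p.i. samples and 0.961 with the other 7 d.p.i. samples. These means cannot decide whether it is a 14 d.p.i. sample labelled as 7 d.p.i., because 14 d.p.i. replicate 2 shows a like pattern. That sample, whose labels do not conflict, correlated at 0.931 to 0.948 with 7 d.p.i. replicates 1 to 3. With the other 14 d.p.i. samples it correlated at 0.794 to 0.946. The correlations of 7 d.p.i. replicate 4 with the other 7 d.p.i. samples ran from 0.948 to 0.974. The sample numbers in the paper's methods, 4 at 7 d.p.i. and 5 at 14 d.p.i., hold only with its title. They therefore argue against a 14 d.p.i. sample.

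Lower lipid metabolism genes after injury may follow from fewer adipocytes in the injured samples: within groups, the listed lipid genes that are not adipocyte markers followed the adipocyte markers at r = 0.94. A lower expression per cell was not tested and stays open. For lower muscle contraction genes at 7 d.p.i., muscle carried over at dissection cannot be told apart from a change after injury, since skeletal muscle markers ranged over 4.092 within the intact group and differed by -6.997 at 7 d.p.i. Of 20 ossification genes, 8 were downregulated at 7 d.p.i. (Fisher's exact test, adjusted p = 0.000174) and 6 upregulated at 14 d.p.i. (adjusted p = 0.0113), and neither passed under fry. Cartilage and bone carried over in varying amounts may account for the former, since their markers ranged over 5.595 within the intact group and differed by -1.965 at 7 d.p.i. (exact permutation p = 0.143).

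For age, deeper six-month-old libraries are argued against, since 5804 genes passed after those counts were thinned to 10301544 per library. Changed gene models are argued against for genes of unchanged length, of which 39.01% passed, against 33.82% of those with changed length. Reads shared between genes and their processed pseudogenes, counted differently in the tables, may account for part of the differences, since 93.36% of processed pseudogenes passed. For protein-coding genes, of which 34.2% passed, age and the remaining difference in how the tables were made cannot be told apart, because each age has 1 kind of table.

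Endothelial markers differed from the intact group by -2.273 at 1 d.p.i. and -0.767 at 28 d.p.i. (exact permutation p = 0.0286 and 0.0397, adjusted p = 0.065 and 0.0851). Sex-linked genes differed by -0.287 at 28 d.p.i., lower in 5 of 5 samples (exact permutation p = 0.00794, adjusted p = 0.065). Limb morphogenesis genes were downregulated in 13 of 19 cases at 1 d.p.i. (Fisher's exact test, adjusted p = 3.43e-05, 14 adjusted over the list alone). The list passed under fry (adjusted p = 2.29e-08) but not under camera (adjusted p = 0.0654). For TGF-β, which the paper discusses without naming the data behind it, Tgfb2 had log2 fold changes of 0.73 at 7 d.p.i. (edgeR, adjusted p = 0.0606) and 1.05 at 28 d.p.i. (edgeR, adjusted p = 0.0278), and the latter rose to 0.0841 with the replicate number as a block and to between 0.0573 and 0.0859 in 6 fits that left out one replicate. Tgfb3 had 0.81 and 0.67 (edgeR, adjusted p = 0.32 and 0.741).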
